# Global Transcriptome Analysis of Brown Adipose Tissue of Diet-Induced Obese Mice

**DOI:** 10.3390/ijms19041095

**Published:** 2018-04-06

**Authors:** Jingyi Cao, Qi Zhu, Lin Liu, Bradley J. Glazier, Benjamin C. Hinkel, Chun Liang, Haifei Shi

**Keywords:** high-fat diet, RNA sequencing, brown adipose tissue, muscle system process, inflammation, calcium signaling, ion transport

## Abstract

Consumption of a high-fat diet (HFD) promotes the development of obesity, a disease resulting from an imbalance between energy intake and energy expenditure. Brown adipose tissue (BAT) has thermogenic capacity that burns calories to produce heat, and it is a potential target for the treatment and prevention of obesity. There is limited information regarding the impact of HFD on the BAT transcriptome. We hypothesized that HFD-induced obesity would lead to transcriptional regulation of BAT genes. RNA sequencing was used to generate global transcriptome profiles from BAT of lean mice fed with a low-fat diet (LFD) and obese mice fed with a HFD. Gene Ontology (GO) analysis identified increased expression of genes involved in biological processes (BP) related to immune responses, which enhanced molecular function (MF) in chemokine activity; decreased expression of genes involved in BP related to ion transport and muscle structure development, which reduced MF in channel and transporter activity and structural binding. Kyoto Encyclopedia of Genes and Genomes (KEGG) functional pathway analysis indicated that pathways associated with innate immunity were enhanced by HFD, while pathways associated with muscle contraction and calcium signaling were suppressed by HFD. Collectively, these results suggest that diet-induced obesity changes transcriptomic signatures of BAT, leading to dysfunction involving inflammation, calcium signaling, ion transport, and cell structural development.

## 1. Introduction

Obesity, characterized by increased energy storage within the body, has become one of the most noticeable epidemics worldwide, with over 80 million children and adults in the U.S. being obese [1]. Obesity is closely associated with other disease processes, including type 2 diabetes, hyperlipidemia, cardiovascular disorders, non-alcoholic hepatic steatosis, and certain types of cancer [2]. The high-fat content in typical Western diets is one of the most important environmental factors leading to obesity [3]. Increased research attention is focused on the regulation of physiological and pathological functions of adipose tissues by high-fat diets.

White adipose tissue (WAT) is classically considered as a main energy storage reservoir where energy is accumulated within the body in the form of lipids; whereas brown adipose tissue (BAT) has the remarkable ability to dissipate excess energy as heat in a process known as adaptive thermogenesis [4,5,6]. The discovery of inducible BAT in adult humans renewed interest of involving BAT in metabolic regulation [7,8,9,10]. Obese subjects, including humans, have reduced BAT thermogenic activity in response to dietary fat [11,12]. In contrast, functional BAT improves energy homeostasis, plasma lipid profile, and insulin sensitivity in humans [9,13,14]. It has been widely accepted that BAT mitochondrial uncoupling protein 1 (UCP1) [4] and fibroblast growth factor-21 (FGF21) [15,16] play critical roles in non-shivering thermogenesis to maintain body temperature. Recently, increasing evidence has suggested that fatty acid oxidation occurs independently of the expression of thermogenic gene *Ucp1* in BAT [17]. Interestingly, mice that lack UCP1 and FGF21 maintain normal body temperature and thermogenesis during cold exposure [18], suggesting alternative pathways involved in BAT thermogenesis for further exploration. The developmental consequence of brown adipocytes arising from common progenitor mesodermal stem cell lineage is determined during embryonic development. This progenitor cell lineage could give rise to fibroblast-like brown adipogenic progenitors, a process regulated by morphogenic genes for developmental regulation such as *Bmp8b*, *Tgfb*, and *Fgf* [19]. Thus, elucidating underlying mechanisms involved in both inducing brown adipocyte differentiation and maintaining BAT function would provide invaluable research avenue for developing new strategies to counter obesity, diabetes, and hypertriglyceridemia [8,20].

We hypothesized that high-fat diet (HFD)-induced obesity would lead to transcriptional regulation of BAT genes. Diet-induced obesity affects gene expression in many metabolic tissues, such as subcutaneous, gonadal, and visceral WAT [21,22]; liver [23,24,25]; colonic tissue [26], etc. Research on BAT gene expression change in diet-induced obesity is relatively scarce. When we searched PubMed using ((brown adipose tissue) AND high fat diet) AND ((((microarray) OR RNA sequencing) OR RNA seq) OR sequencing) on 12 February 2018, 26 hits were returned (Table S1). Among them, 4 studies identified differential expression of genes in BAT of HFD-induced obese mice [27,28,29,30], and 2 studies identified genes in BAT of obese rats [31,32], and all these six studies used microarray and PCR techniques to examine differential expression of genes in BAT. RNA sequencing (RNA-Seq) is a newly developed sequencing-based method that examines expression of the global transcriptome. Compared to microarray, RNA-Seq has many notable advantages [33,34]. One advantage is that RNA-Seq has a broader dynamic range and higher sensitivity to detect low abundance transcripts than microarray, allowing for the detection of more differentially expressed genes with higher fold-change [33,34]. Another advantage is that RNA-Seq identifies not only known genes, but also unknown transcripts, allowing for the identification of unknown genes. Additionally, RNA-Seq is devoid of certain technical issues inherent to microarray probe performance, such as cross-hybridization, non-specific hybridization, and probe redundancy and annotation.

In this study, we used RNA-Seq to generate comprehensive and comparable global transcriptome profiles and identified differentially expressed genes in BAT of lean mice fed a standard low-fat diet (LFD) and obese mice fed a HFD for four weeks, a time point that mice become apparently obese and insulin resistance and inflammation are initiated [35,36,37]. BAT transcriptome changes detected in this study are, therefore, due to diet-induced obesity along with insulin resistance and inflammation, but are unlikely to be the consequence of cardiovascular dysfunction or hyperlipidemia that are developed following a prolonged period of HFD feeding. The transcriptome analysis revealed many differentially expressed genes in BAT between lean and obese mice. The top downregulated genes were primarily involved in muscle development, muscle system process, regulation of ion transport and neurotransmitter secretion. The top upregulated genes were mostly involved in alterations in inflammation, such as chemotaxis of leukocytes, macrophages, and monocytes, as well as T cell-mediated immunity. The distinct BAT gene expression profiles between lean and obese mice underlie potential dysfunction of BAT that contributes to the development of diet-induced obesity.

## 2. Results

### 2.1. Body Mass, Body Composition, and BAT Mass

At the initiation of feeding with different diets, LFD- and HFD-fed groups had similar body mass (LFD: 21.49 ± 0.35 g; HFD: 21.27 ± 0.33 g; *P* > 0.05), fat mass (LFD: 2.05 ± 0.15 g; HFD: 1.94 ± 0.14 g; *P* > 0.05), and lean mass (LFD: 17.72 ± 0.25 g; HFD: 17.70 ± 0.20 g; *P* > 0.05). After 4 weeks of feeding, HFD-fed group had significantly greater body mass (LFD: 25.77 ± 1.10 g; HFD: 30.31 ± 1.28 g; *P* < 0.05), fat mass (LFD: 2.77 ± 0.26 g; HFD: 8.36 ± 1.13 g; *P* < 0.05), and BAT mass (LFD: 82.82 ± 8.70 mg; HD: 174.84 ± 17.58 mg; *P* < 0.05) than LFD-fed group, whereas their lean mass was similar (LFD: 20.32 ± 1.10 g; HFD: 20.20 ± 1.33 g; *P* > 0.05). The average fat mass of the HFD-fed mice was greater than the average fat mass + 3 standard deviation of the LFD group, and thus HFD group mice were considered obese [38].

### 2.2. Transcriptome Analysis

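BAT from 3 LFD-fed and 3 HFD-fed mice was taken after 4 weeks of feeding and sequenced in single-end reads of 75 bases. The authors aligned and quantified the reads with RSEM 1.3.0 on the mouse genome with the Ensembl 84 annotation, and deposited an expected count and a TPM value for 47729 genes in each mouse. RSEM divides a read that matches several genes between them, so an expected count need not be whole, and the counts of genes with near-identical copies are uncertain. The expected counts were rounded to whole numbers and compared between diets with edgeR's quasi-likelihood test, TMM normalization and Benjamini-Hochberg adjustment. Low-count genes were left out by edgeR's own filter, after which 17668 genes were tested. Fold changes are HFD over LFD, so that a negative log2 fold change stands for lower expression in HFD-fed mice. Total rounded counts were between 17156991 and 21603487 per mouse, with a median of 19831810 in HFD-fed and 19592713 in LFD-fed mice. The mice of each diet carry the replicate numbers 1 to 3 in the labels. Across genes, the deviations from the diet mean correlated with a mean r of 0.416 in the 3 pairs of mice with the same number (0.229 to 0.522) and of -0.204 in the 6 other pairs (-0.528 to 0.0532); centring on the diet means makes the second value negative where the first is positive, and genes are not independent replicates. The paper's text does not say that same-numbered mice were matched. Few pairings of 3 mice with 3 exist, so this r is weak evidence of a real pairing. The same direction in all 3 pairs is weak evidence too. The replicate number was used as a block in an alternative fit only.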

Transcriptome-wide expression analysis was performed using RNA-Seq, which resulted in about 30 million raw reads of 75 bases each, with >98% of high quality reads with Phred quality score (Q score) > 30. Q30 is Illumina’s quality score that provides 99.9% accuracy [39]. A summary of the reads for each sample is presented in Table 1, including total raw reads, high-quality reads, and adapter removed reads.

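Of the adapter-removed reads that Table 1 gives for each mouse, between 59.2% (LFD replicate 3) and 76.7% (HFD replicate 1) were counted on genes. Rounded counts above 0 were found for 23005 genes in LFD replicate 1 and for 25247 genes in LFD replicate 2, the lowest and the highest numbers among the 6 mice. Mitochondrially encoded genes took 22.7%, 16.5% and 8.50% of the counts in HFD replicates 1, 2 and 3. In LFD replicates 1, 2 and 3 they took 13.8%, 9.12% and 3.87%. The share fell with the replicate number in both diets, and the ranges of the diets overlapped, while in each of the 3 same-numbered pairs the HFD-fed mouse had the higher share. The TMM normalization factors rose with the replicate number in both diets, with 0.815, 1.06 and 1.21 in the HFD-fed and 0.745, 1.07 and 1.20 in the LFD-fed mice. The 10 genes with the highest counts took between 14.9% and 27.6% of a mouse's counts.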

The transcriptome analysis of BAT from lean and obese mice revealed top 357 differentially expressed genes among 29,856 identified genes, with 265 genes downregulated and 92 genes upregulated. 

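A rounded count above 0 in at least 1 mouse was found for 29856 genes, and 17668 genes were tested. With an adjusted p under 0.01 and an absolute log2 fold change above 1.5, edgeR's quasi-likelihood test called 0 genes lower and 0 genes higher in HFD-fed mice. The smallest adjusted p from edgeR was 0.170. At an unadjusted p under 0.05 there were 1851 genes, 1169 of them lower and 682 higher in HFD-fed mice. Splits of the 6 mice that mixed the diets gave from 77 to 2342 such genes, so 1851 alone does not set the diets apart. Of the 357 genes that Table S9 lists, 341 were tested, and all 341 changed in the direction the paper gives, also without normalization factors, with RLE size factors and on the log2(TPM + 1) scale. Their median log2 fold change was -4.22 for the downregulated and 2.77 for the upregulated genes. Among the downregulated genes, 249 had lower normalized counts (log2 CPM) in all 3 HFD-fed mice than in any LFD-fed mouse, and 89 of the upregulated genes had higher values in all 3. Table S9 was chosen for its differences between the same 6 mice, so such a separation follows in part from the choice. Among all tested genes, 1630 lay fully below and 1188 fully above, where random orderings of the mice give an expected 883 each. The setting that moved the counts most was DESeq2 with its default settings, which called 306 genes lower and 106 higher. With the replicate number as a block, edgeR called 0 genes in either direction, with a smallest adjusted p of 0.0102, 184 genes at an adjusted p under 0.05 and 3094 genes at an unadjusted p under 0.05; the pairing is taken from the replicate numbers in the labels, and same-numbered mice deviated together with a mean r of 0.416 across genes. On simulated counts with 200 genes changed by a log2 fold change of 4, edgeR's quasi-likelihood test recovered 145 of them with 1 wrong call, and DESeq2 recovered 194 with 46 wrong calls. At lower dispersions, these numbers were 199 with 2 wrong calls and 199 with 7. The changed genes were drawn at random among those tested, genes varied independently, and each setting was a single draw. These rates therefore need not hold for the genes that differ in the real data.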

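Euclidean distances were computed on log2 CPM of all 17668 tested genes. The mean distance was 159 ± 26.9 (SD, 9 pairs) between mice of different diets and 131 ± 38.3 (SD, 6 pairs) between mice of the same diet. Same-diet distances averaged 104 among HFD-fed and 157 among LFD-fed mice. The difference between the means was 28.8. An exact one-sided permutation test over the 10 splits of the mice into 3 and 3 gave p = 0.1, the smallest p this design allows. Distances between diets averaged 144 in the same-numbered pairs and 167 in the other pairs. Mice of the same diet always differ in number, and the test did not take the numbers into account. Without the skeletal muscle genes and the genes of Tables S2 to S4, the difference between the different-diet and same-diet means was 20.2 (exact one-sided permutation p = 0.2). With 1 mouse left out it ranged from 9.37 (exact one-sided permutation p = 0.4) without HFD replicate 3 to 56.5 (p = 0.1) without LFD replicate 3. On all tested genes, PC1 and PC2 held 50.5% and 26.5% of the variance. LFD replicate 3 lay at 34.5 on PC1, between HFD replicate 1 at 9.86 and HFD replicate 2 at 37.8. On the 341 tested genes of Table S9, PC1 and PC2 held 91.3% and 3.47%, and the diets lay apart on PC1.

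**Figure D1:**
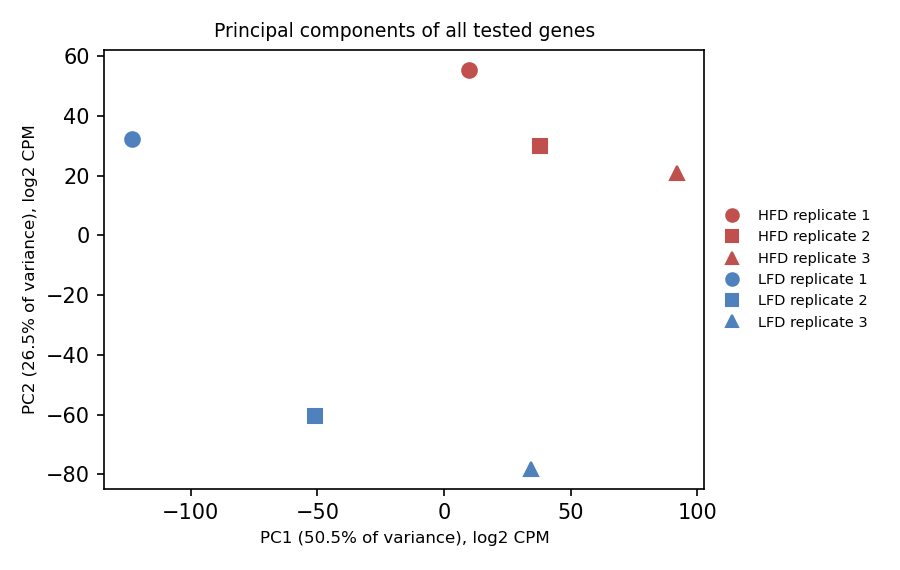
Principal components of the 17668 tested genes (log2 CPM), with PC1 (50.5% of the variance) on the horizontal and PC2 (26.5%) on the vertical axis. Each point is 1 mouse, red for HFD and blue for LFD; LFD replicate 3 lies among the HFD-fed mice on PC1 and below them on PC2.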

By performing the principle component analysis (PCA; Figure 1a) and analyzing the Euclidean distance among samples (Figure 1b) based on the significant deferentially expressed genes, the BAT of LFD- and HFD-fed mice were clustered into two distinct subgroups using triple biological replicates.

Next, we compared the biological characteristics of these differentially expressed genes in BAT between LFD-fed lean mice and HFD-induced obese mice, using Gene Ontology (GO) enrichment analysis. The areas of the pie charts in Figure 2, Figure 3 and Figure 4 indicate the % of identified genes from GO analyses that are associated with individual identified pathways. 

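The genes behind the terms of Table S2 were chosen by the paper's own test on the same mice, so their direction was fixed in advance, and their size and spread are given here. The table names 140 genes that could be read, and all 136 tested ones were lower in HFD-fed mice, with a median log2 fold change of -4.68 (-8.62 to -1.66). Of these, 134 had lower log2 CPM in every HFD-fed than in every LFD-fed mouse. For muscle structure development, the gene list of the paper holds 63 genes, of which 58 could be read and 56 were tested, with a median of -5.03. The 47 tested genes of muscle system process had a median of -5.42. Regulation of ion transport (31 tested genes) had a median of -4.71, and regulation of neurotransmitter secretion (3 tested genes) one of -3.70. Adjusted p-values from edgeR's quasi-likelihood test lay between 0.170 and 0.323 for all 136 genes. Fitted with the replicate number as a block, the median of the 136 genes was -4.43; mice were paired by the replicate numbers of the labels, whose deviations correlated across genes with a mean r of 0.416. With a skeletal muscle score as a covariate, the median was -0.80, in a fit where the score and the diet nearly coincide and where 17 of the 20 genes of the score are in Table S2.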

The majority of the downregulated genes in BAT of HFD-fed obese mice were associated with biological processes (BP) annotation terms related to muscle structure and tissue development, ion transport and ion channel activity, muscle system process and contraction, and neurotransmitter secretion (Figure 2a,b; Table S2). These downregulated genes were also associated with Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways including hypertrophic cardiomyopathy, calcium signaling pathway, oxytocin signaling pathway, and drug metabolism (Figure 3a,b; Table S3). 

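All 32 genes of the KEGG terms in Table S3 were tested and had lower log2 CPM in every HFD-fed than in every LFD-fed mouse, with a median log2 fold change of -4.94 (-7.59 to -1.71). The 15 genes of hypertrophic cardiomyopathy had a median of -5.00, the 10 of the calcium signaling pathway -5.82, the 12 of the oxytocin signaling pathway -5.37 and the 3 of drug metabolism -3.09. Their adjusted p-values from edgeR's quasi-likelihood test were between 0.170 and 0.316. Dilated and hypertrophic cardiomyopathy list 15 genes each, with the same median.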

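Table S4 names 84 genes, of which 83 were tested. All 83 were lower in HFD-fed mice, with a median log2 fold change of -4.89 (-7.59 to -1.66), and 82 had lower log2 CPM in every HFD-fed than in every LFD-fed mouse. The medians were -5.33 for the 17 genes of gated channel activity, -4.71 for the 17 genes of metal ion transmembrane transporter activity and -5.19 for the 35 tested genes of actin binding. For the 4 genes of protein phosphatase regulator activity the median was -4.33. Adjusted p-values from edgeR ranged from 0.170 to 0.323.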

Additionally, the downregulated genes were enriched in molecular function (MF) annotations related to channel and transporter activity, muscle protein binding, and protein phosphatase regulator activity (Figure 4a,b; Table S4).

HFD upregulated genes in BAT of HFD-fed mice were significantly associated with BP annotations related to immune responses, such as leukocyte and macrophage chemotaxis, T cell-mediated immunity, and lymphocyte proliferation (Figure 2a,c; Table S5). These genes were also significantly associated with KEGG pathways such as natural killer cell mediated cytotoxicity, toll-like receptor signaling pathway, and allograft rejection (Figure 3a,c; Table S6). 

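All 20 genes of the terms in Table S5 were tested and had higher log2 CPM in every HFD-fed than in every LFD-fed mouse, with a median log2 fold change of 2.68 (1.65 to 4.94). The median was 2.52 for the 10 genes of leukocyte chemotaxis, 2.17 for the 5 of macrophage chemotaxis and 3.53 for the 4 of T cell mediated immunity. Negative regulation of lymphocyte proliferation, with 3 genes, had a median of 2.75. Adjusted p-values from edgeR's quasi-likelihood test were between 0.170 and 0.266. The mean log2 CPM of 12 macrophage markers, chosen without use of these data, was 7.26 ± 0.22 (SD, n = 3) in HFD-fed and 6.60 ± 0.88 (SD, n = 3) in LFD-fed mice, and the diets overlapped (exact two-sided permutation p = 0.3), while the HFD-fed mouse was higher in all 3 same-numbered pairs. The difference of 0.66 had an adjusted p of 0.0196 by limma's camera test with its preset inter-gene correlation of 0.01, and of 0.440 with the correlation estimated from the data (0.658). Fitted with the replicate number as a block it was 0.66 (camera adjusted p = 0.0229, again with the preset correlation of 0.01). This pairing comes from the labels, and the mean r across genes was 0.416 within the pairs. Of the 12 macrophage markers, 10 were higher in HFD-fed mice on the log2 CPM scale and 8 on the log2(TPM + 1) scale.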

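Table S6 names 12 genes, which were all tested and all had higher log2 CPM in every HFD-fed than in every LFD-fed mouse, with a median log2 fold change of 2.88 (1.97 to 4.22). Natural killer cell mediated cytotoxicity (7 genes) had a median of 3.07, the toll-like receptor signaling pathway (4 genes) 2.68 and allograft rejection (3 genes) 3.55. The edgeR adjusted p-values lay between 0.173 and 0.274. A list of T and NK cell markers, 12 of which were tested and 4 of which (*Gzmb*, *Lck*, *Ncr1* and *Prf1*) are in Table S6, had a mean log2 CPM of 1.52 ± 0.34 (SD, n = 3) in HFD-fed and -0.59 ± 0.92 (SD, n = 3) in LFD-fed mice. Each HFD-fed mouse lay above each LFD-fed mouse (exact two-sided permutation p = 0.1, the smallest p that 3 mice against 3 allow). The rise was uneven within the list. Log2 fold changes were 4.08 for *Gzmb* and 3.55 for *Prf1*, and 2.28 for *Cd3g*, 1.20 for *Cd2* and 0.96 for *Cd3d*. *Cd8a* (0.68) and *Cd4* (0.58) overlapped between the diets. Only 2 genes of the list had at least 10 counts in every mouse, so the others rest on few reads in some mice. The difference of 2.11 had an adjusted p of 5.31e-16 by limma's camera test with an inter-gene correlation of 0.01, and of 0.0726 with the correlation estimated from the data (0.616). In the fit with replicate blocks, the difference was 2.11 (camera adjusted p = 1.08e-11, again with the preset correlation of 0.01). The pairing is taken from the replicate numbers in the labels, and same-numbered mice deviated together with a mean r of 0.416 across genes.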

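The 12 genes of Table S7 all had higher log2 CPM in every HFD-fed than in every LFD-fed mouse, with a median log2 fold change of 2.59 (1.97 to 4.10). Chemokine activity (6 genes) had a median of 2.68, cytokine activity (9 genes) 2.71 and SH3/SH2 adaptor activity (3 genes) 2.25. Adjusted p-values from edgeR's quasi-likelihood test lay between 0.173 and 0.266.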

Additionally, MF annotations related to chemokine activity and SH3/SH2 adaptor activity were significantly increased in BAT of HFD-fed mice (Figure 4a,c; Table S7). A group of chemokine-encoding genes were significantly upregulated in BAT of HFD-fed mice, including *Ccl4*, *Ccl5*, *Cx3cl1*, *Cxcl10*, and *Xcl1*. 

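Positions are those of GRCm38 in the GENCODE M21 annotation. *Ccl4* (ENSMUSG00000018930, chromosome 11 from 83662584 to 83664683) had 18.1 ± 15.3 TPM (SD, n = 3) in HFD-fed and 1.33 ± 1.19 TPM (SD, n = 3) in LFD-fed mice. Its log2 fold change was 4.10 (standard error 1.02, adjusted p = 0.236 by edgeR's quasi-likelihood test). The neighbouring *Ccl5* (ENSMUSG00000035042, chromosome 11 from 83525778 to 83530518) had a log2 fold change of 2.71 (standard error 0.70, edgeR adjusted p = 0.246). For *Cx3cl1* on chromosome 8 from 94772009 to 94782427, *Cxcl10* on chromosome 5 from 92346638 to 92348889 and *Xcl1* on chromosome 1 from 164931644 to 164935527, the log2 fold changes were 2.09, 2.66 and 3.82, with edgeR adjusted p-values of 0.174, 0.266 and 0.177. In log2 CPM, all 5 genes were higher in each HFD-fed than in each LFD-fed mouse (exact two-sided permutation p = 0.1 per gene, the smallest p 3 mice against 3 allow). In TPM, *Cx3cl1* and *Cxcl10* overlapped between the diets. HFD replicate 1 had 2.54 and 11.87 TPM of these genes, and LFD replicate 3 had 3.5 and 12.9 TPM. With DESeq2's default settings, the adjusted p-values of the 5 genes lay between 1.98e-04 for *Cx3cl1* and 0.00553 for *Cxcl10*. When the replicate number entered as a block, edgeR gave 4.23 (adjusted p = 0.0868) for *Ccl4*, 2.64 (adjusted p = 0.147) for *Ccl5*, 2.17 (adjusted p = 0.0580) for *Cx3cl1*, 2.71 (adjusted p = 0.0306) for *Cxcl10* and 3.86 (adjusted p = 0.116) for *Xcl1*; mice were paired by the replicate numbers of the labels, whose deviations correlated across genes with a mean r of 0.416. With each mouse left out in turn, the log2 fold change of *Ccl4* stayed between 3.37 and 4.57.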

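*Tnf* (ENSMUSG00000024401, chromosome 17 from 35199381 to 35202007) had 1.69, 3.30 and 9.73 TPM in HFD replicates 1, 2 and 3 and 0.04, 1.17 and 1.22 TPM in LFD replicates 1, 2 and 3. Rounded counts were between 1 and 24 in the LFD-fed and between 56 and 255 in the HFD-fed mice, so the LFD values rest on few reads. The log2 fold change was 2.95 (standard error 0.91, adjusted p = 0.337 by edgeR's quasi-likelihood test), and 2.20 to 3.34 with 1 mouse left out. DESeq2 with default settings gave 2.99 (adjusted p = 0.0177), and edgeR with the replicate number as a block 3.09 (adjusted p = 0.122); this pairing comes from the labels, and the mean r across genes was 0.416 within the pairs.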

Additionally, the expression of *Tnf* was increased in BAT of HFD-fed obese mice (log2 fold change = 2.1229; *P*_adj_ = 0.0274).

### 2.3. Transcript Levels of BAT Morphogenic Genes, Mitochondrial Genes, and Thermogenic Genes

HFD feeding significantly upregulated morphogenic genes for developmental regulation such as *Bmp8b* (log2 fold change = 2.5433; *P*_adj_ = 0.0014; Table S8), and downregulated *Fgf10* (log2 fold change = 1.8028; *P*_adj_ = 0.0372) and *Fgf2* (log2 fold change = 1.6354; *P*_adj_ = 0.0805) in BAT. 

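*Bmp8b* (ENSMUSG00000002384, chromosome 4 from 123105165 to 123132099) had 2.36 ± 2.03 TPM (SD, n = 3) in HFD-fed and 0.280 ± 0.161 TPM (SD, n = 3) in LFD-fed mice, a log2 fold change of 3.41 (standard error 0.82, adjusted p = 0.215 by edgeR's quasi-likelihood test). All HFD-fed mice lay above all LFD-fed mice. *Fgf10* (ENSMUSG00000021732, chromosome 13 from 118669791 to 118792115) had 3.18 ± 0.658 and 16.2 ± 10.9 TPM (SD, n = 3 each), with a log2 fold change of -2.24 (standard error 0.64, edgeR adjusted p = 0.295). The diets overlapped in log2 CPM of *Fgf10* (exact two-sided permutation p = 0.2). *Fgf2* (ENSMUSG00000037225, chromosome 3 from 37348346 to 37410108) had 3.48 ± 1.83 and 20.2 ± 13.1 TPM (SD, n = 3 each), with a log2 fold change of -2.04 (standard error 0.64, edgeR adjusted p = 0.341), and each HFD-fed mouse lay below each LFD-fed mouse. With a skeletal muscle score as a covariate, the log2 fold changes of *Bmp8b*, *Fgf10* and *Fgf2* were 6.56, 0.57 and 1.00. The score and the diet nearly coincide in this fit. In an edgeR fit with the replicate number as a block, the log2 fold changes were 3.07 (adjusted p = 0.104) for *Bmp8b*, -1.99 (adjusted p = 0.102) for *Fgf10* and -2.08 (adjusted p = 0.0589) for *Fgf2*; the pairing is taken from the replicate numbers in the labels, and same-numbered mice deviated together with a mean r of 0.416 across genes.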

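*Cox6a2* (ENSMUSG00000030785, chromosome 7 from 128205435 to 128206387) encodes subunit VIa polypeptide 2 of COX. It had 1.05, 2.89 and 1.71 TPM in HFD replicates 1, 2 and 3 and 46.1, 116 and 22.4 TPM in LFD replicates 1, 2 and 3. The log2 fold change was -4.88 (standard error 0.72, adjusted p = 0.170 by edgeR's quasi-likelihood test). It was -4.62 (adjusted p = 0.0375 from edgeR) with the replicate number as a block; mice were paired by the replicate numbers of the labels, whose deviations correlated across genes with a mean r of 0.416. Leaving out 1 mouse gave -5.32 to -4.35, and DESeq2 with default settings gave -4.88 (adjusted p = 1.10e-09). Within diets, the correlation of *Cox6a2* with a skeletal muscle score lay at the percentile 90.6 of the genes of similar expression. This was below the 95 set for muscle as its source, so that condition was not met. The test was chosen after the results were seen. *Cox6a2* had 14, 28 and 18 counts in HFD replicates 1, 2 and 3, so a within-diet correlation over 6 mice could not exclude muscle. Muscle as a source remains possible.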

HFD feeding downregulated the Cox6a2 gene encoding cytochrome c oxidase (COX) that functions in electron transfer in mitochondrial respiration [40] (log2 fold change = 3.8812; *P*_adj_ = 1.3019 × 10^−9^; Table S8). Additionally, HFD feeding upregulated two genes that code for fatty acid-binding proteins for trafficking fatty acids to mitochondria and peroxisomes for oxidation or to lipid droplets for storage [41], *Fabp3* (log2 fold change = 2.5858; *P*_adj_ = 0.0005) and *Fabp7* (log2 fold change = 2.2040; *P*_adj_ = 0.0034). These data suggested BAT mitochondrial dysfunction following HFD-induced obesity.

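*Fabp3* (ENSMUSG00000028773, chromosome 4 from 130308595 to 130315463) had 479 ± 248 TPM (SD, n = 3) in HFD-fed and 55.3 ± 26.6 TPM (SD, n = 3) in LFD-fed mice. Its log2 fold change was 3.32 (standard error 0.76, edgeR adjusted p = 0.200). For *Fabp7* (ENSMUSG00000019874, chromosome 10 from 57784881 to 57788450), which was expressed at a lower level than *Fabp3* in both diets, the values were 2.42 ± 1.12 and 0.453 ± 0.327 TPM (SD, n = 3 each), with a log2 fold change of 2.72 (standard error 0.58, edgeR adjusted p = 0.182). Both genes were higher in each HFD-fed than in each LFD-fed mouse. With the replicate number as a block, edgeR gave a log2 fold change of 3.31 (adjusted p = 0.0107) for *Fabp3* and of 2.78 (adjusted p = 0.0862) for *Fabp7*; this pairing comes from the labels, and the mean r across genes was 0.416 within the pairs.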

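The 13 protein-coding genes of the mitochondrial genome were all higher in HFD-fed mice, with a median log2 fold change of 1.09 (0.81 to 1.40), also with RLE size factors, without normalization factors and on the log2(TPM + 1) scale. None of the 13 was past the threshold, with adjusted p-values between 0.624 and 0.867 by edgeR's quasi-likelihood test. The mean of the 13 genes overlapped between the diets, and was higher in the HFD-fed mouse in all 3 same-numbered pairs. With the replicate number as a block, the median was 1.22 (1.06 to 1.51), with edgeR adjusted p-values between 0.0754 and 0.359; the pairing is taken from the replicate numbers in the labels, and same-numbered mice deviated together with a mean r of 0.416 across genes.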

High abundance of a few key thermogenic genes were expressed in BAT samples and were upregulated by HFD feeding, including *Ucp1* (log2 fold change = 1.9507; *P*_adj_ = 0.1189), *Ppara* (log2 fold change = 1.8855; *P*_adj_ = 0.0592), *Prdm16* (log2 fold change = 1.1483; *P*_adj_ = 0.1981), *Ppargc1a* (log2 fold change = 1.1229; *P*_adj_ = 0.4928), but the differential expression was not significant in the BAT between the two dietary groups. 

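*Ucp1* (ENSMUSG00000031710, chromosome 8 from 83290352 to 83298452) had 2728, 4021 and 796 TPM in HFD replicates 1, 2 and 3 and 443, 11.0 and 76.0 TPM in LFD replicates 1, 2 and 3. Each HFD-fed mouse lay above each LFD-fed mouse (exact two-sided permutation p = 0.1, the smallest p that 3 mice against 3 allow), while the LFD-fed mice differed widely among themselves. The log2 fold change was 3.67 (standard error 1.56, adjusted p = 0.480 by edgeR's quasi-likelihood test), and 3.10 to 6.49 with 1 mouse left out. *Ppara* (ENSMUSG00000022383, chromosome 15 from 85734983 to 85802819) had a log2 fold change of 2.56 (standard error 0.82, edgeR adjusted p = 0.351). *Prdm16* (ENSMUSG00000039410, chromosome 4 from 154316125 to 154636873) had 1.30 (standard error 0.42, edgeR adjusted p = 0.351), and *Ppargc1a* (ENSMUSG00000029167, chromosome 5 from 51454250 to 51567726) had 1.39 (standard error 0.63, edgeR adjusted p = 0.508). *Ppargc1a* overlapped between the diets. Fitted with the replicate number as a block, edgeR gave 4.66 (adjusted p = 0.202) for *Ucp1*, 2.92 (adjusted p = 0.0582) for *Ppara*, 1.30 (adjusted p = 0.116) for *Prdm16* and 1.48 (adjusted p = 0.0540) for *Ppargc1a*; mice were paired by the replicate numbers of the labels, whose deviations correlated across genes with a mean r of 0.416.

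**Figure D2:**
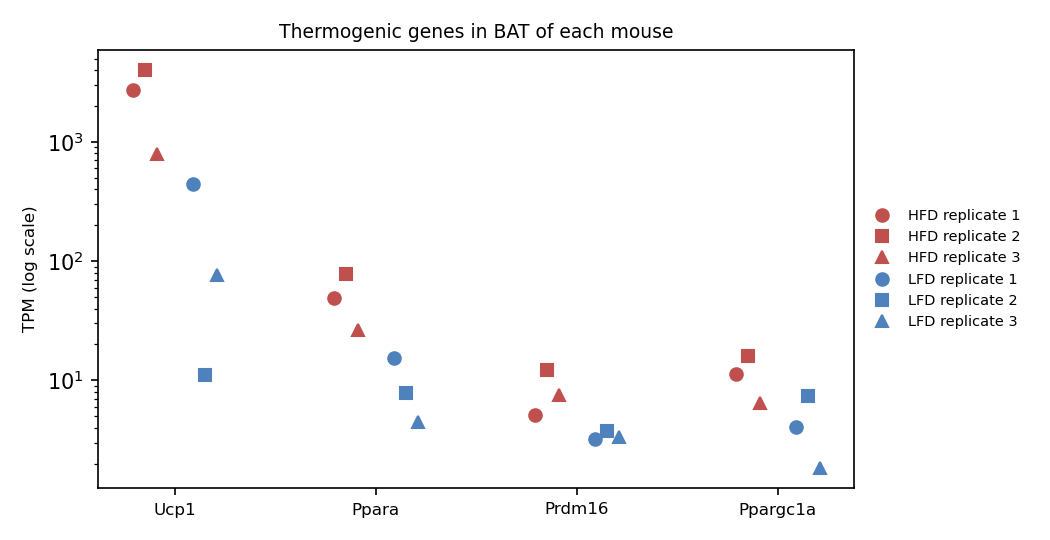
TPM of *Ucp1*, *Ppara*, *Prdm16* and *Ppargc1a* on a log scale, with 1 point per mouse, red for HFD and blue for LFD. *Ucp1* was 443, 11.0 and 76.0 TPM in the LFD-fed mice, below the 796 TPM of HFD replicate 3.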

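*Ebf2* (ENSMUSG00000022053) had 18.2 ± 5.87 TPM (SD, n = 3) in HFD-fed and 19.0 ± 5.97 TPM (SD, n = 3) in LFD-fed mice. Its log2 fold change was 0.22 (standard error 0.23, edgeR adjusted p = 0.839), so the sign differs between the TMM-normalized counts and the mean TPM. *Ehmt1* had a log2 fold change of -0.30 (standard error 0.17, edgeR adjusted p = 0.630), with each HFD-fed mouse below each LFD-fed mouse in log2 CPM. For *Pparg* it was 0.02 (standard error 0.59, edgeR adjusted p = 0.996) and for *Tle3* -0.00041 (standard error 0.19, edgeR adjusted p = 0.9999). *Pparg* and *Tle3* overlapped between diets, and both changed sign when single mice were left out, from -0.41 to 0.73 and from -0.0746 to 0.0537. In the fit with replicate blocks, the edgeR adjusted p-values were 0.650 for *Ebf2*, 0.409 for *Ehmt1*, 0.731 for *Pparg* and 1.00 for *Tle3*; this pairing comes from the labels, and the mean r across genes was 0.416 within the pairs.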

Additionally, none of the regulatory genes related to thermogenesis [42] was significantly changed in BAT by HFD feeding, including *Ebf2*, *Ehmt1*, *Pparg*, and *Tle3*. Therefore, our results indicated that expression of the aforementioned BAT thermogenic genes was not significantly affected by HFD-induced obesity.

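A list of brown adipocyte markers, chosen without use of these data and holding 5 of the genes named above (*Ucp1*, *Ppara*, *Prdm16*, *Ppargc1a* and *Ebf2*), had a mean log2 CPM of 5.88 ± 0.89 (SD, n = 3) in HFD-fed and 4.05 ± 1.18 (SD, n = 3) in LFD-fed mice. The diets overlapped (exact two-sided permutation p = 0.2), with LFD replicate 1 at 5.41 above HFD replicate 3 at 4.86. In each same-numbered pair the HFD-fed mouse was higher. HFD replicates 1, 2 and 3 were at 6.45, 6.34 and 4.86, and LFD replicates 1, 2 and 3 at 5.41, 3.34 and 3.39. With no normalization factors and on the log2(TPM + 1) scale, every HFD-fed mouse lay above every LFD-fed mouse. Of the 12 markers, 10 were higher in HFD-fed mice by edgeR's fold change, 11 in mean log2 CPM and 9 on the log2(TPM + 1) scale. By edgeR's fold change *Lhx8* (-1.43) and *Zic1* (-0.07) were the exceptions, and *Lhx8* was lower in every HFD-fed than in every LFD-fed mouse. The difference of 1.84 had an adjusted p of 6.86e-05 by limma's camera test with an inter-gene correlation of 0.01, and of 0.224 with the correlation estimated from the data (0.494). With the replicate number as a block it was 1.84 (camera adjusted p = 2.59e-06, again with the preset correlation of 0.01). The pairing is taken from the replicate numbers in the labels, and same-numbered mice deviated together with a mean r of 0.416 across genes.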

### 2.4. Validation of RNA-Seq Data Using Reverse Transcription-Quantitative PCR (RT-qPCR)

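A list of 20 skeletal muscle genes, chosen without use of these data and sharing 17 genes with Table S2, took 0.0181%, 0.0532% and 0.00298% of the counts in HFD replicates 1, 2 and 3. In LFD replicates 1, 2 and 3 the list took 1.04%, 2.70% and 0.364%. Its mean log2 CPM was 1.89 ± 2.12 (SD, n = 3) in HFD-fed and 8.11 ± 1.64 (SD, n = 3) in LFD-fed mice, a difference of -6.22. Each HFD-fed mouse lay below each LFD-fed mouse (exact two-sided permutation p = 0.1, the smallest p that 3 mice against 3 allow), and all 20 genes were lower under every scaling tried. The adjusted p was 5.63e-39 by limma's camera test with an inter-gene correlation of 0.01, and 0.0726 with the correlation estimated from the data, which was 0.935. In the fit with replicate blocks, the difference was -6.22 (camera adjusted p = 2.01e-115, again with the preset correlation of 0.01). Mice were paired by the replicate numbers of the labels, whose deviations correlated across genes with a mean r of 0.416. With 1 mouse left out, the difference ranged from -7.14 to -5.04. Within diets, the 20 genes varied together between mice more than any of 10000 random gene lists matched on expression. The paper names reduced expression of genes involved in muscle structure and muscle system process as a finding of the study.

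**Figure D3:**
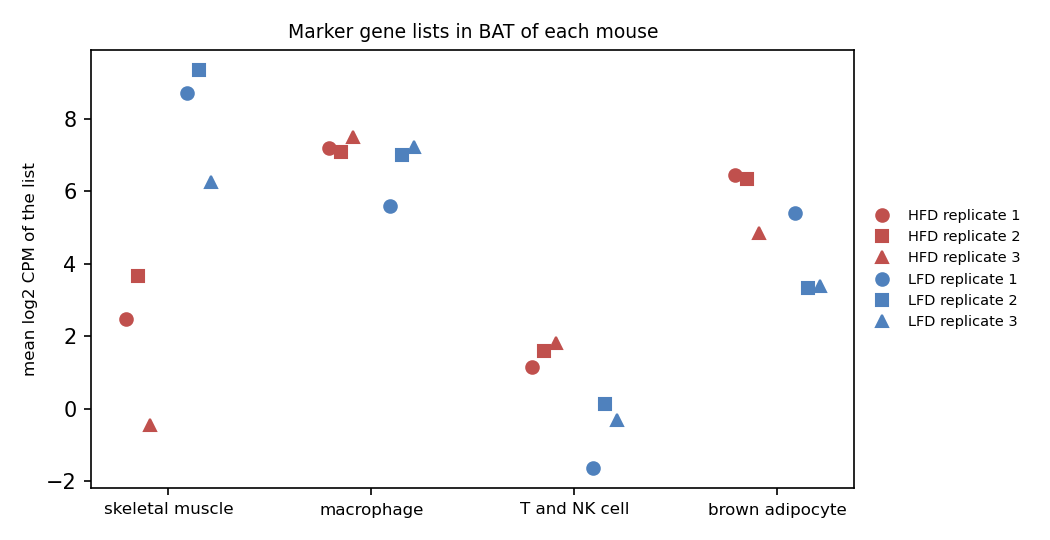
Mean log2 CPM of lists of skeletal muscle, macrophage, T and NK cell, and brown adipocyte marker genes, with 1 point per mouse, red for HFD and blue for LFD. The skeletal muscle list averages 1.89 in HFD-fed and 8.11 in LFD-fed mice. The macrophage and brown adipocyte lists overlap between diets, and are higher in the HFD-fed mouse of each same-numbered pair.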

The novel finding of the current study is reduced expression of genes involved in muscle structure and muscle system process in the BAT of HFD-fed mice, including genes encoding tropomyosin β (*Tpm2*) and sarcoglycan gamma (*Sgcg*). To our knowledge, none of the previous microarray studies had identified differential expression of genes related to muscle structure or muscle system process in the BAT of HFD-induced obese mice [27,28,29,30]. 

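*Gapdh* (ENSMUSG00000057666, chromosome 6 from 125161715 to 125166467) had 1070 ± 213 TPM (SD, n = 3) in HFD-fed and 1561 ± 871 TPM (SD, n = 3) in LFD-fed mice. The diets overlapped (exact two-sided permutation p = 0.9), and the log2 fold change was -0.47 (standard error 0.68, adjusted p = 0.893 by edgeR's quasi-likelihood test). LFD replicates 1, 2 and 3 had 2547, 1243 and 894 TPM, a wider range than the 1057, 1289 and 864 TPM of HFD replicates 1, 2 and 3. With 1 mouse left out, the log2 fold change ranged from -0.86 to 0.57 and changed sign without LFD replicate 1. It was -0.14 (adjusted p = 0.888 from edgeR) when the replicate number entered as a block; this pairing comes from the labels, and the mean r across genes was 0.416 within the pairs.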

Glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*) was not differentially expressed in BAT of LFD and HFD mice, supported by the RNA-Seq data (log2 fold change = 0.3866; *P*_adj_ = 0.9975), and, thus, was used as a control. Two downregulated genes by HFD feeding, *Tpm2* and *Sgcg*, identified by RNA-Seq were validated using RT-qPCR. In order to confirm the specificity of the PCR primers (Table 2), amplified products were sequenced using conventional Sanger sequencing, and mapped to NCBI Blast for *Tpm2* and *Sgcg*. Specifically, the mapping identities were 91% for *Tpm2* (Figure 5a) and 100% for *Sgcg* (Figure 5b), indicating specific RT-qPCR primers.

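*Tpm2* (ENSMUSG00000028464, chromosome 4 from 43514711 to 43523765) had 25.9, 69.5 and 64.3 TPM in HFD replicates 1, 2 and 3 and 479, 1344 and 399 TPM in LFD replicates 1, 2 and 3. The log2 fold change was -3.30 (standard error 0.55, adjusted p = 0.170 by edgeR's quasi-likelihood test), with each HFD-fed mouse below each LFD-fed mouse. It was -3.16 (adjusted p = 0.0761 from edgeR) with the replicate number as a block; the pairing is taken from the replicate numbers in the labels, and same-numbered mice deviated together with a mean r of 0.416 across genes. With DESeq2's default settings it was -3.29 (adjusted p = 2.72e-07). Skeletal muscle genes as a group took 0.364% to 2.70% of the counts in the LFD-fed mice, and varied together between mice within diets.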

*Tpm2* expression in BAT of HFD-fed mice was reduced compared to BAT of LFD-fed mice using RNA-Seq (log2 fold change = 2.8394 ± 0.4623; *P*_adj_ = 4.4779 × 10^−7^) and PCR result indicated significantly less expression in HFD-fed mice than LFD-fed mice (log2 fold change = 1.2604 ± 0.4307; *P* < 0.05). *Sgcg* expression of BAT of HFD-fed was downregulated compared to LFD-fed mice using RNA-Seq (log2 fold change = 3.8037 ± 0.6006; *P*_adj_ = 1.7411 × 10^−7^), and PCR validated the downregulation following HFD feeding (log2 fold change = 2.4959 ± 0.5657; *P* < 0.05). Additionally, the log_2_ fold-changes of mRNA levels of *Tpm2* and *Sgcg* obtained using these two methods, RT-qPCR and RNA-Seq, were not significantly different. As a result, RNA-Seq and PCR-determined expression levels were in good agreement (Figure 5c).

## 3. Discussion

Obesity, characterized by increases in body and fat mass, has become a global health problem. It is widely accepted that HFD consumption is one of the major causes for this increased worldwide prevalence of obesity. Obesity leads to the development of many other metabolic diseases such as cardiovascular diseases, type 2 diabetes, and low-grade chronic inflammation. Therefore, the impact of diet-induced obesity on adipose tissues is of great interest. WAT serves as the main fat storage depot. BAT, a mitochondria-rich type of adipose tissue with high thermogenic capacity, is specialized for heat generation and consumption of stored energy [4]. Recent studies have conclusively demonstrated that adult humans possess metabolically active BAT whose activity is increased by cold exposure [7,8,9,43]. Given the ability of BAT to burn calories, research attention focused on BAT has been growing in the biomedical community because of its therapeutic potential for accelerating weight loss in obese individuals [44,45].

In this study, mice fed a HFD for four weeks developed diet-induced obesity with greater body mass and fat mass than the mice fed a LFD. HFD-induced obesity in C57BL/6J mice has been reported by many groups, including our group [46,47,48], which is partially caused by increased caloric intake and reduced energy expenditure [47]. Fewer studies, however, have focused on the molecular modification of BAT than WAT during the development of HFD-induced obesity. We used RNA-Seq to perform transcriptome analysis of BAT of lean mice fed a LFD and obese mice fed a HFD, identified their differentially expressed genes, and evaluated associated pathways and potential mechanisms underlying BAT metabolic function in a diet-induced obesity model. The depth of transcriptomic detail provided by our study identified downregulation of genes involved in ion transport, mitochondrial biogenesis, and muscle development and process; and concurrent upregulation of genes involved in immune responses, fatty acid uptake, and BAT differentiation by HFD-induced obesity.

Some, but not all, findings from the current study, are consistent with the findings from previous studies that used microarray to identify differentially expressed genes in the BAT of HFD-induced obese mice [27,28,29,30]. An earlier study by Fitzgibbons et al. compared global differences in the full genome set of gene expression in the BAT from male C57BL6/J mice that were fed with a normal diet and a 45% HFD for 13 or 20 weeks [30]. Three biological replicates per dietary group were analyzed using microarray. Pathway analysis was not available in this study. The major finding was that BAT of HFD group had lower expression of immune cell-enriched genes, indicating resistance of BAT to HFD-induced inflammation [30], which does not agree with findings from the current study. Fitzgibbons et al. also reported that the BAT of two dietary groups did not show significantly different expression in the majority of genes that are highly expressed in BAT such as *Ucp1* [30], which is consistent with the current finding. Interestingly, BAT had enriched expressions of the genes related to skeletal muscle differentiation and function [30], which was also seen in the current study. Svahn et al. [27] analyzed genes of BAT of C57BL/6J mice that were fed with a 60% HFD or a 10%LFD for 8 weeks using four biological replicates per dietary group for microarray analysis. The “piano” package was used to perform gene-set analysis focusing on the GO terms under the “immune system process”. Interestingly, the immune system GO-term was not altered in BAT of the HFD-fed mice compared to the mice fed with the LFD, which is consistent with the findings reported by Fitzgibbons et al. [30], but not with the findings from the current study. Such discrepancy could be due to different time courses of HFD feeding. Kim et al. analyzed genes in the BAT of C57BL/6J mice that were fed with a HFD with unspecified fat component and a normal diet for various durations up to 24 weeks, using 3 biological replicates per dietary group at each time point for microarray analysis [29]. The functional annotation tool DAVID (http://david.abcc.ncifcrf.gov/; [49]) GO mining and pathway analysis was used, and the distribution of curated gene sets obtained from the molecular signature database were compared using gene set enrichment analysis (MSigDB v4.0, GSEA software, Broad Institute, Cambridge, MA, USA) [29]. The major finding is that expressions of genes related to immune response and lipid metabolism change throughout HFD-induced obesity development [29]. Particularly, upregulation of immune-response genes was seen in the BAT at 2 and 4 weeks, but not between 8- and 20-week time points, and “reappeared” at 24 weeks after HFD feeding [29]. This agrees with the finding from this study showing upregulation of immune response genes in the BAT 4 weeks after HFD feeding, and also agrees with findings from two previous studies that failed to show change in immune response genes in the BAT after HFD feeding for 8–20 weeks [27,30].

The novel finding of the current study is significantly reduced expression of a few genes involved in muscle structure and muscle system process in the BAT by HFD feeding, including genes encoding tropomyosin β (*Tpm2*) and sarcoglycan gamma (*Sgcg*). None of the previous microarray studies had identified differential expression of genes related to muscle structure and process in the BAT of HFD-induced obese mice [27,28,29,30]. Brown adipocytes and myocytes develop from a common adipocyocyte precursor [50]. *Tpm2* and *Sgcg* are known as muscle structure-related BAT genes [51]. Both tropomyosin and sarcoglycan are components of cytoskeleton in preadipocytes [52] and in white and brown adipocytes [53].

All the previous studies that used microarray to examine differential expression of genes in BAT of HFD-induced obese mice used three or four biological replicates [27,28,29,30]. The advantage for using small sample size for statistical testing is that the uncovered significant difference actually exists, because larger samples usually increase the chance of significance and often generate overwhelmingly long lists of differentially expressed genes that might not be biologically meaningful [54]. In the current study, RNA expression analysis was performed at the gene level, and expression data were normalized with DESeq2. DESeq2 is an advanced methodology that analyzes comparative RNA-seq data using shrinkage estimators for fold change, standard error, and dispersion, and provides quality assessment and clustering of overdispersed data [54]. Besides accounting for non-normality and dependence of variance of RNA-seq data, DESeq2 is highly sensitive and precise for using small sample sizes, often as few as two or three replicates per experimental condition, in typical high-throughput sequencing studies [23,55,56], including the first hit [57] of the current PubMed search (Table S1).

### 3.1. Functional Significance of Differentially Expressed Morphogenic Genes

High expression levels of thermogenic gene *Ucp1* and transcriptional regulatory genes related to thermogenesis, such as *Prdm16*, *Pparg*, *Ppargc1a*, *Ebf2*, *Ehmt1*, and *Tle3*, were not significantly changed in BAT by HFD feeding. The mice were housed either under “standard condition” (current study and [27]), or at unspecified temperatures [29,30] but most likely would be at an ambient temperature of around 22 °C, rather than at thermoneutral condition of 30 °C. Although BAT dysfunction and downregulation of thermogenic genes are hypothetically expected, expressions of *Ucp1* and other thermogenic genes in the BAT were not different between dietary groups in any of the previous studies [27,29,30] or the current study. BAT thermogenic genes are upregulated to activate thermogenesis and maintain body temperature when mice are housed at an ambient temperature [58], which is counterregulatory to the potential downregulatory effects of HFD on BAT thermogenic genes. Another possible explanation is that BAT maintains its function in thermogenesis during HFD-induced obesity, as one study reported that BAT of the mice fed a 60% HFD for 12 weeks and housed at 30 °C had normal BAT morphology compared with LFD-fed mice upon histological examination [28]. A brown adipocyte signature gene related to mitochondrial respiratory chain Cox6a2 [40] was downregulated in BAT of HFD-fed mice relative to LFD-fed mice, suggesting that BAT of HFD has suppressed mitochondrial respiratory function and reduced fatty acid oxidation, potentially leading to suppressed thermogenesis and reduced energy expenditure. Bone morphogenetic protein 8B (BMP8B) not only plays a role in differentiation but also signals to mature brown adipocytes and regulates BAT thermogenesis [59]. Morphogenic gene *Bmp8b* involved in cell fate regulation during development [19] were upregulated in BAT of HFD-fed mice relative to LFD-fed mice, possibly to compensate downregulated respiratory function to maintain thermogenesis.

### 3.2. Functional Significance of Differentially Expressed Genes for Fatty Acid Uptake

BAT takes up free fatty acids from triglyceride-rich lipoproteins, which is activated by cold exposure in mice, resulting in accelerated plasma triglyceride clearance [13]. Two fatty acid binding protein genes, *Fabp3* and *Fabp7*, were upregulated in BAT by HFD feeding, indicating increased fatty acid uptake into BAT [60]. *Fabp3* and *Fabp7* code fatty acid-binding proteins (FABPs) that act as fatty acid chaperones for trafficking fatty acid to mitochondria for thermogenesis and to lipid droplets for storage [41]. FABP3 is induced by acute cold exposure in BAT of rats [61,62], which suggests that FABPs may regulate the utilization of fatty acids, via fatty acid trafficking and oxidation, for thermogenesis in BAT. Additionally, BAT of HFD-induced obese mice may take on an additional role in fat storage that is typical to WAT. This is consistent with previous reports showing that the role of BAT in HFD-induced obesity could be changed to mirror WAT as a storage depot of excess energy which potentially contributes to BAT whitening [63].

The oxytocin signaling pathway was downregulated by HFD feeding. Oxytocin acts on its receptor, a G protein-coupled receptor coupled to the G protein with Gαq, leading to activation of phospholipase C and generation of inositol triphosphate to trigger Ca^2+^ release from endoplasmic reticulum, and increased cytosolic Ca^2+^ concentration, to initiate muscle contraction or use Ca^2+^ as a second messenger. It is established that the oxytocin signaling acts both centrally and peripherally [64] to reduce body adiposity via increasing energy expenditure [65] and to inhibit preadipocyte differentiation and adipogenesis [66].

### 3.3. Functional Significance of Differentially Expressed Genes for Ion Transport

The expression of genes associated with ion transport and muscle development were found negatively correlated with diet-induced obesity in this study. BAT cells maintain ion concentration differences across their membranes. BAT cells depolarize using multiple types of ion flux, including release of intracellular Ca^2+^ and transmembrane flux of Cl^−^, Na^+^, and K^+^ currents [4]. HFD feeding reduced expressions of genes coding for channels and regulators for Ca^2+^ (*Atp2a1*, *Cacna1s*, *Cacna2d1*, *Cacnb1*, *Cacng1*, *Cacng6*, *Hrc*, *Jph2*, *Jsrp1*, *Ryr1*, *Slc8a3, Trdn*), Cl^−^ (*Clcn1*), K^+^ (*Kcna7*, *Kcnc1*, *Kcnc4*, *Kcnj12*), and Na^+^ (*Scn1b*, *Scn4a*, *Slc8a3*) in BAT. 

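The 18 genes analysed here of these channels and regulators were all lower in every HFD-fed than in every LFD-fed mouse, and all 18 were lower under each of 4 scalings (TMM, RLE, no normalization factors and log2(TPM + 1)). The log2 fold changes ranged from -7.59 for *Kcnj12* to -1.71 for *Cacna2d1*, with edgeR adjusted p-values between 0.170 and 0.215. *Atp2a1* (ENSMUSG00000030730, chromosome 7 from 126445858 to 126463108) had 2.63, 8.84 and 0.22 TPM in HFD replicates 1, 2 and 3 and 316, 665 and 79.7 TPM in LFD replicates 1, 2 and 3. *Cacna1s* (ENSMUSG00000026407, chromosome 1 from 136052750 to 136119822) had a log2 fold change of -6.48 (standard error 1.11, edgeR adjusted p = 0.170). For *Clcn1*, *Kcna7* and *Scn4a* the log2 fold changes were -5.33, -6.17 and -5.76. With the replicate number as a block, the edgeR adjusted p-values of the 18 genes lay between 0.0102 and 0.132; mice were paired by the replicate numbers of the labels, whose deviations correlated across genes with a mean r of 0.416. With a skeletal muscle score as a covariate, the log2 fold changes of *Atp2a1* and *Cacng6* were 0.72 and 0.13, and the other channel genes stayed lower. *Atp2a1* and *Ryr1* are part of the score, and the score and the diet nearly coincide.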

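*Ryr1* (ENSMUSG00000030592, chromosome 7 from 29003344 to 29125179) had 0.403 ± 0.410 TPM (SD, n = 3) in HFD-fed and 28.9 ± 25.2 TPM (SD, n = 3) in LFD-fed mice. The log2 fold change was -5.94 (standard error 1.13, edgeR adjusted p = 0.173), with each HFD-fed mouse below each LFD-fed mouse. *Ryr2* (ENSMUSG00000021313, chromosome 13 from 11553102 to 12106945) had 1.13, 1.09 and 0.62 TPM in HFD replicates 1, 2 and 3 and 0.04, 0.04 and 0.03 TPM in LFD replicates 1, 2 and 3. Its log2 fold change was 4.94 (standard error 0.59, edgeR adjusted p = 0.170), and 4.46 to 5.27 with 1 mouse left out. With the replicate number as a block, edgeR gave -5.90 (adjusted p = 0.0102) for *Ryr1* and 4.87 (adjusted p = 0.0102) for *Ryr2*; this pairing comes from the labels, and the mean r across genes was 0.416 within the pairs.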

Additionally, while HFD feeding significantly decreased *Ryr1* expression, it enhanced *Ryr2* expression. Intracellular Ca^2+^ is an important second messenger for signal transduction and is essential for cellular processes such as excitation-contraction coupling. *Atp2a1* codes endoplasmic reticulum Ca^2+^-ATPase 1, which transports Ca^2+^ into the endoplasmic reticulum and controls the level of Ca^2+^ inside cells. Endoplasmic reticulum Ca^2+^-ATPase 1 expression represents a source of heat production contributing to BAT thermogenic function [67]. The Ca^2+^-permeable intracellular channels ryanodine receptor 1 (RyR1) and 2 (Ryr2) regulate Ca^2+^ release from the endoplasmic reticulum into the cytosol and Ca^2+^-cycling required excitation-contraction coupling [68,69]. RyR1 and RyR2 also have been implicated in the regulation of thermogenesis in mice [70,71]. Furthermore, *Cacna2d1* encoded for a voltage-dependent Ca^2+^ channel has been reported to be associated with body fat level [72].

### 3.4. Functional Significance of Differentially Expressed Genes for Inflammation

Obesity is associated with chronic low-grade inflammation. Excess delivery of nutrients when subjects are fed with a HFD increases in lipid storage in adipose tissues, followed by increased infiltration and activity of immune cells such as macrophages and lymphocytes, as well as increased production of inflammatory chemokines and cytokines, ultimately contributing to the progression of metabolic dysfunction [73,74] and negatively impact on human health through mechanisms such as promoting insulin resistance [75] and antherogenesis [76].

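*Cd69* (ENSMUSG00000030156, chromosome 6 from 129267325 to 129275436) had 0.99, 3.93 and 6.52 TPM in HFD replicates 1, 2 and 3 and 0.13, 0.56 and 0.45 TPM in LFD replicates 1, 2 and 3, a log2 fold change of 3.52 (standard error 0.59, edgeR adjusted p = 0.170). *Cxcl9* (ENSMUSG00000029417, chromosome 5 from 92321347 to 92328079) had 38.2 ± 29.6 TPM (SD, n = 3) in HFD-fed and 7.76 ± 3.77 TPM (SD, n = 3) in LFD-fed mice, a log2 fold change of 2.37 (standard error 0.52, edgeR adjusted p = 0.188). In log2 CPM, every HFD-fed mouse lay above every LFD-fed mouse for *Cd69*, *Ccl5*, *Ccl4*, *Cxcl9*, *Cxcl10* and *Tnf* (exact two-sided permutation p = 0.1 for each). The diets overlapped in TPM of *Cxcl10*. With 1 mouse left out, the log2 fold change of *Cd69* stayed between 3.04 and 3.86. With replicate blocks, edgeR gave 3.46 (adjusted p = 0.0341) for *Cd69* and 2.21 (adjusted p = 0.122) for *Cxcl9*; the pairing is taken from the replicate numbers in the labels, and same-numbered mice deviated together with a mean r of 0.416 across genes. A list of 9 tested B cell and lymph node genes was higher by 0.84 on average, with a margin between the diets of 0.00998 in mean log2 CPM that was lost without normalization factors.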

In this study, expression levels of the T lymphocyte and natural killer cell marker gene *Cd69*, chemokine-encoded gene *Ccl5* [77,78], chemoattractant-encoded gene *Ccl4* [79], cytokine interferon gamma inducible chemokine-encoded genes *Cxcl9* and *Cxcl10* [80], and tumor necrosis factor α (TNFα)-encoded gene *Tnf* were upregulated in the BAT of HFD-fed obese mice. The functional annotation analyses revealed that genes associated with immune responses, chemotaxis of leukocytes and macrophages, T cell-mediated immunity, and lymphocyte proliferation were upregulated, indicating that BAT of obese mice exhibited immune cell activation and severe immune responses, leading to chronic low-grade inflammation in BAT. These findings help unravel the molecular mechanism regulating obesity-induced adipose tissue inflammation and related metabolic dysfunction such as insulin resistance.

The current finding showing inflammation induced by high-fat feeding in BAT is not surprising, as many previous reports have indicated that increased infiltration of macrophages and T cells into BAT [18,81,82] could be detected in mouse models. Our finding is consistent with a previous report showing upregulation of immune response genes in BAT following four weeks of HFD feeding using microarray [29]. Some previous studies using microarray, however, reported no significant change in immune cell-expressed genes or enriched GO-term associated with immune system following 8 weeks [27] or up to 20 weeks of HFD feeding [30]. As mentioned above, Such discrepancy could be due to different time courses of HFD feeding, as immune-response genes have been reported to be upregulated in the BAT at early (<4 weeks) and late (24 weeks) stages of HFD feeding, but not changed between 8 and 20 weeks of HFD feeding [29]. Future studies attempting to understand underlying mechanisms are warranted.

The RNA-Seq method was applied in this study with a broader dynamic range and higher sensitivity than the microarray technique, providing us with a comprehensive profile of obesity-induced inflammatory changes in gene expression of BAT. With more than 80 million obese adults in the U.S., and a national obesity rate of 35% [1], the presence of functionally active BAT in adult humans has received considerable attention due to its unique ability to burn calories. HFD feeding leads to obesity and increases risk factors for many diseases. The excitement associated with BAT as a potential means to combat obesity requires us to further investigate the molecular mechanisms for BAT dysfunction affected by HFD-induced obesity.

## 4. Materials and Methods

### 4.1. Animals and Diets

Six-week old male C57BL/6J mice (Stock Number 000664, Jackson Laboratory, Bar Harbor, ME, USA) were single-housed with a 12 h light/12 h dark cycle and 22 ± 1 °C room temperature. Mice were grouped into two groups (n = 5/group) with matched average body weights and body composition. One group of mice was fed a LFD (3.35 kcal/g; 5% calories from fat; laboratory rodent diet, 5001, LabDiet, St. Louis, MO, USA) and the other group fed a HFD (4.728 kcal/g; 45% calories from fat; D12451, Research Diets, New Brunswick, NJ, USA) for four weeks. All animal experiments were approved by the Institutional Animal Care and Use Committee, Miami University Ohio on 24 May, 2010 (protocol #801), and were conducted according to the guidelines of U.S. National Institutes of Health.

### 4.2. Body Mass and Body Composition

Body mass and body composition were measured before and at the end of HFD feeding. Body composition was assessed using an EchoMRI body composition analyzer (EchoMedical Systems, Houston, TX, USA) which measures the whole-body fat and lean mass.

### 4.3. RNA Extraction and Quality Control

Mice were euthanized at the end of 4-week feeding. Three of five mice from each dietary group with greatest, medium, and least fat mass were used for RNA-Seq in the current study. In order to be consistent, right side of BAT at the interscapular region was collected, weighed, flash frozen, and stored at −80 °C. Total RNA was isolated for sequencing using E.Z.N.A^®^ Total RNA kit II (Omega Bio-tek, Norcross, GA, USA) according to the manufacturer’s instructions. Briefly, ~20 mg BAT were homogenized in 1 mL of RNA-solv reagent using bullet blender^®^ tissue homogenizer (Next Advance Inc., Averill Park, NY, USA). The homogenized tissues were then processed with chloroform addition and phase separation. The aqueous phase was transferred to a new sterile 1.5 mL tube and mixed with equal volume of 70% ethanol. The mixtures were loaded to the Hibind^®^ RNA spin column and processed according to the manufacturer’s instruction. Total RNA was eluted in 30 μL nuclease-free water and stored in −80 °C. The concentration and purity of extracted RNA samples were checked using a NanoDrop^TM^ spectrophotometer (Thermo Fisher Scientific Inc., Waltham, MA, USA), then analyzed using an Agilent RNA 6000 pico kit with an Agilent’s 2100 Bioanalyzer (Agilent Technologies Inc., Waldbronn, Germany). High quality of RNA samples with an RNA integrity number (RIN) above 6.5 were used for analysis.

### 4.4. RNA-Seq

Ribosomal RNA was removed by using TruSeq Standard Total RNA Library Prep Kit with Ribo-Zero Gold (Illumina). The libraries were sequenced as single-end 75 bp on Illumina NextSeq500 sequencing system at Cofactor Genomics Inc. (St. Louis, MO, USA). Data retrieved from single-end sequencing is appropriate for identifying differential gene expressions between HFD- and LFD-mice, as mouse is a model organism with reference genome available for mapping; whereas pair-end sequencing improves read alignment and helps to resolve chromosomal rearrangements, thus is relatively suitable for de novo analysis of a non-model organism that lacks a reference genome. Approximately 30 million of reads were retrieved from each sample (Table 1).

### 4.5. Sequence Read Processing and Mapping

After removal of Truseq3-SE adapter sequence (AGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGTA) using Trimmomatic (version 0.36) [83], single-end sequencing reads were aligned to the mouse genome (ENSEMBL 84 release, GRCm38.p4) using RSEM (version 1.3.0) [84]. Differential gene expression analysis was performed by DESeq2 using the estimated gene-level counts from RSEM [54]. RNA expression analysis was performed at the gene level, and expression data were normalized with DESeq2.

All the genes produced by the DESeq2 differential analysis were ranked by the log2 fold change values (Table S8), because some genes with small fold changes could be statistically significant but may not be promising candidates for further investigation. The sequence data were deposited at Gene Expression Omnibus (GEO), at https://www.ncbi.nlm.nih.gov/geo/info/seq.html, a publicly available database. The accession number is GSE112740.

### 4.6. Transcriptome and Functional Analysis

Transcriptome analysis identified distinct gene transcripts that mapped to mouse genome (ENSEMBL 84 release, GRCm38.p4) and displayed significantly differential expression in BAT between LFD- and HFD-fed mice using adjusted *P* value (*P*_adj_) < 0.01 and a |log2 fold change| > 1.5. Next we investigated biological characteristics associated with these genes using ClueGO (http://apps.cytoscape.org/apps/cluego), a functional classification tool that uses precompiled annotation files including GO enrichment analysis [85]. GO annotates genes to BP, KEGG, and MF terms in a hierarchically structured way [86] and assigns genes to functional pathways [87]. Terms with a *P* value < 0.05 were considered significant.

### 4.7. Reverse Transcription-Quantitative PCR (RT-qPCR)

Some differentially expressed genes revealed by RNA-Seq were validated with RT-qPCR using the samples that were sequenced. Briefly, 200 ng RNA was reverse transcribed using iScript^TM^ cDNA synthesis kit (Bio-Rad Laboratories Inc., Hercules, CA, USA) according to manufacturer’s instructions. cDNA was purified by Wizard^®^ SV Gel and PCR Clean-up system (Promega, Madison, WI, USA). The synthesized cDNA was then amplified by specific primers for a housekeeping gene *Gapdh* used as the internal control as it was not differentially expressed in BAT of LFD and HFD mice (see Results), tropomyosin 2 (*Tpm2*), and sarcoglycan gamma (*Sgcg*) (Table 2), using the following conditions: 95 °C, 2 min; 35 cycles of amplification at 95 °C, for 30 s; 55 °C, for 30 s; 72 °C, for 30 s; then polish at 72 °C for 10 min. In order to confirm the specificity of the primers, amplified products were separated on a 2% agarose gel, and the bands were purified and sequenced using conventional Sanger sequencing. Amplicon from each gene were purified from the agarose gel and sequenced with the BigDye™ Cycle Sequencing kit (Applied Biosystems) according to manufacturer’s instructions, and run on an ABI Prism 3730xl automatic sequencer (Applied Biosystems).

RT-qPCR was performed on Bio-Rad CFX96TM Real-Time PCR Detection System using iQ^TM^ SYBR^®^ Green Supermix (Bio-Rad, Hercules, CA, USA), 40 ng of cDNA as templates for each reaction, and was run in triplicates. The PCR program was set at 95 °C for 2 min, 40 cycles of amplification at 95 °C for 30 s, and annealing at 55 °C for 30 s. *Tpm2* and *Sgcg* expression was normalized to housekeeping gene *Gapdh*. Relative mRNA expression level of each gene was calculated using the ΔCt (2^−ΔCt^) method [88], and presented using LFD group as 100%.

### 4.8. Statistical Analysis

The differentially expressed genes between mice fed with LFD and HFD were analyzed using DESeq2 package in R statistical language, with a |log2 fold change| > 1.5 and *P*_adj_ < 0.01 considered to be statistically significant. Body mass, BAT mass, body composition, gene expression from quantitative PCR data were presented as mean ± SEM, and LFD and HFD groups were compared using unpaired Student’s *t*-test (GraphPad Prism 7; La Jolla, CA, USA). *P* values < 0.05 was considered statistically significant.

## 5. Conclusions

Collectively, the effects of HFD-induced obesity on the BAT transcriptome include downregulation of genes related to muscle development, muscle system process, ion transport, and neurotransmitter secretion, and upregulation of genes related to immune responses, fatty acid uptake, and BAT differentiation. Regulatory genes related to thermogenesis were not significantly changed in BAT of HFD-induced obese mice, suggesting that despite an increased inflammation in BAT, BAT maintained its thermogenic function following four weeks of HFD feeding. Findings from this study provide mechanistic insight into the role of BAT during the development of diet-induced obesity, and the importance of selecting BAT as a target for potential therapeutic interventions of obesity and related metabolic disorders.

## Figures and Tables

**Figure 1:**
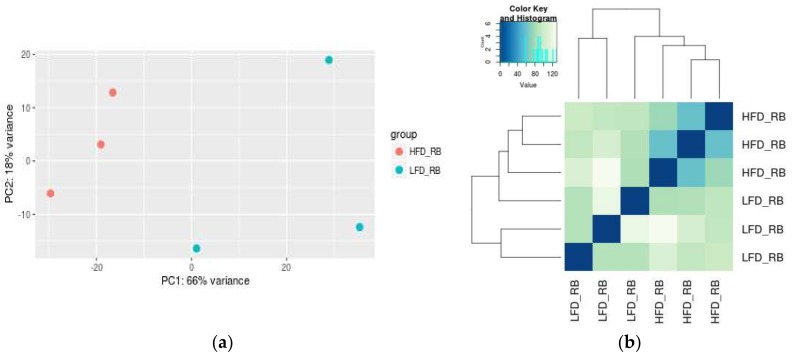
Clusters of the differentially expressed genes in the brown adipose tissues (BAT) of the low-fat diet (LFD)-fed lean mice and high-fat diet (HFD)-fed obese mice. (**a**) Principal component analysis (PCA) of RNA sequencing (RNA-Seq) data revealed distinct gene expression in BAT between LFD- and HFD-fed mice. Each dot represents a sequencing library and consists of normalized read counts for high quality reads. (**b**) Euclidean distance analysis showed clustering of gene expression in BAT of LFD- and HFD-fed mice.

**Figure 2:**
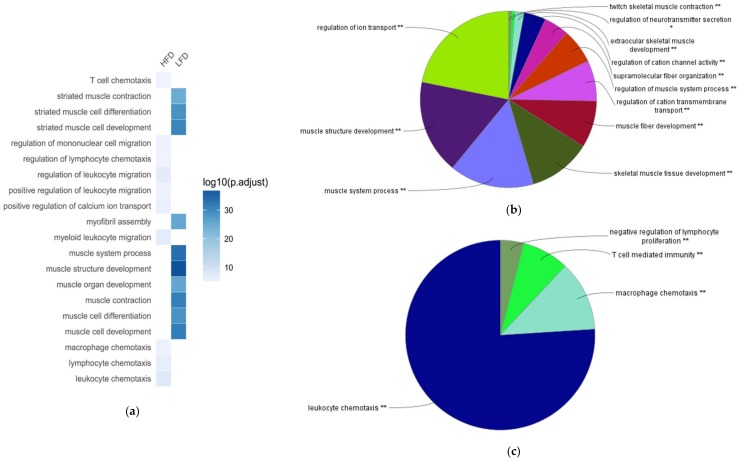
Comparing top Gene Ontology (GO) biological process (BP) terms associated with high-fat diet (HFD)-responsive genes in brown adipose tissue (BAT). Enrichment analysis was performed using differentially expressed genes in BAT between HFD and low-fat diet (LFD) groups. (**a**) Heat-map showing top GO BP annotation terms in the BAT between HFD and LFD groups. (**b**) GO BP terms associated with downregulated genes in BAT of HFD-fed obese mice. (**c**) GO BP terms associated with upregulated genes in BAT of HFD-fed obese mice.

**Figure 3:**
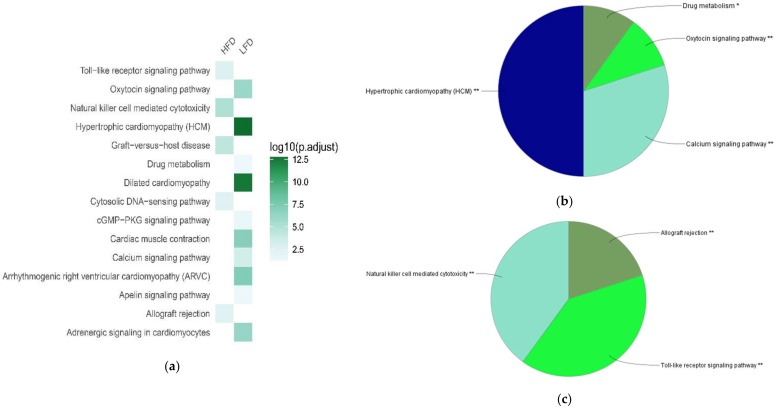
Comparing top Gene Ontology (GO) Kyoto Encyclopedia of Genes and Genomes (KEGG) terms associated with high-fat diet (HFD)-responsive genes in brown adipose tissue (BAT). Enrichment analysis was performed using differentially expressed genes in BAT between HFD and low-fat diet (LFD) groups. (**a**) Heat-map showing top GO KEGG annotation terms in BAT between HFD and LFD groups. (**b**) GO KEGG terms associated with downregulated genes in BAT of HFD-fed obese mice. (**c**) GO KEGG terms associated with upregulated genes in BAT of HFD-fed obese mice.

**Figure 4:**
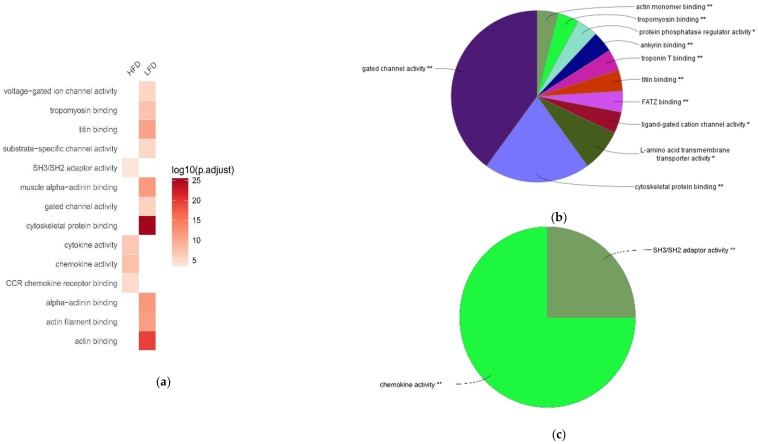
Comparing top Gene Ontology (GO) molecular function (MF) terms associated with high-fat diet (HFD)-responsive genes in brown adipose tissue (BAT). Enrichment analysis was performed using differentially expressed genes in BAT between HFD and low-fat diet (LFD) groups. (**a**) Heat-map showing top GO MF annotation terms in the BAT between HFD and LFD groups. (**b**) GO MF terms associated with downregulated genes in BAT of HFD-fed obese mice. (**c**) GO MF terms associated with upregulated genes in BAT of HFD-fed obese mice.

**Figure 5:**
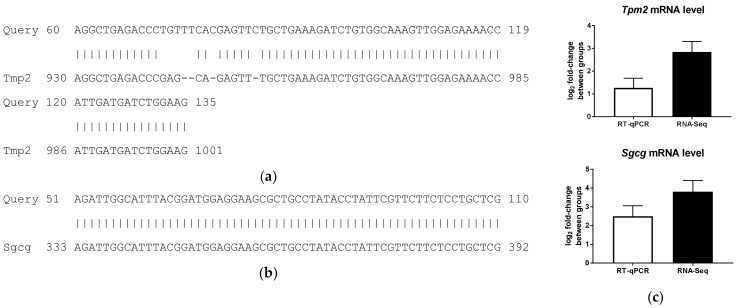
Validation of RNA sequencing (RNA-Seq)-based expression of tropomyosin 2 (*Tmp2*) and sarcoglycan gamma (*Sgcg*) genes using reverse transcription-quantitative PCR (RT-qPCR). (**a**) PCR product *Tmp2* sequenced using Sanger sequencing and mapped to NCBI Blast revealed 91% match with 69/76 match and 4/76 gaps; (**b**) PCR product *Sgcg* sequenced using Sanger sequencing and mapped to NCBI Blast revealed 100% match with 60/60 match and no gap; (**c**) RNA-Seq- and RT-qPCR-determined log_2_ fold-changes of *Tpm2* and *Sgcg* genes.

**Table 1:** Summary of RNA sequencing (RNA-Seq) data with adapter removal and quality trimming.

Sample	Total Raw Reads	High-Quality Reads	Low-Quality Reads	High-Quality-Adapter Reads	Clean %
HFD rep1	28,474,259	28,185,294	288,965	28,182,180	98.97%
HFD rep2	28,734,314	28,479,650	254,664	28,476,939	99.10%
HFD rep3	29,120,330	28,827,315	293,015	28,824,200	98.98%
LFD rep1	27,811,961	27,521,844	290,117	27,515,579	98.93%
LFD rep2	31,346,988	31,000,262	346,726	30,996,159	98.88%
LFD rep3	29,392,169	28,998,251	393,918	28,991,538	98.64%

**Table 2:** Reverse transcription-quantitative PCR primer sequences. Glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*), tropomyosin 2 (*Tpm2*), sarcoglycan gamma (*Sgcg*).

Genes	GenBank Accession Number	Forward and Reverse Primer Sequences
*Gapdh*	NC_000072	F: 5′-GCGACTTCAACAGCAACTC-3′ R: 5′-GCCTCTCTTGCTCAGTGTCC-3′
*Tpm2*	NC_000070	F: 5′-GGCAGGAAACTGAGGGGTAG-3′ R: 5′-GCAGGGGAGTCCTTTTTACCT-3′
*Sgcg*	NC_000080	F: 5′-TCACCGAGGGCACTCACATA-3′ R: 5′-CGAGCAGGAGAAGAACGAATAGG-3′

## Supplementary Materials

Supplementary materials can be found at http://www.mdpi.com/1422-0067/19/4/1095/s1.

## Abbreviations

BP	Biological processes
BAT	Brown adipose tissue
GO	Gene Ontology
HFD	High-fat diet
KEGG	Kyoto Encyclopedia of Genes and Genomes
LFD	Low-fat diet
MF	Molecular function

# Supplementary material for: Global Transcriptome Analysis of Brown Adipose Tissue of Diet-Induced Obese Mice
**Source:** Int J Mol Sci. 2018 Apr 6;19(4):1095. doi: 10.3390/ijms19041095
**Supplement:** Supplementary file 1

PubMed Advanced Search Builder

Tutorial

Use the builder below to create your search

[Edit](#)[Clear](#)

Builder

All Fields ▾

[Show index list](#)

AND ▾

All Fields ▾

[Show index list](#)

Search

 or [Add to history](#)

History

[Download history](#) [Clear history](#)

| Search             | Add to builder      | Query                                                                                                               | Items found            | Time     |
|--------------------|---------------------|---------------------------------------------------------------------------------------------------------------------|------------------------|----------|
| <a href="#">#3</a> | <a href="#">Add</a> | Search (((brown adipose tissue) AND high fat diet)) AND (((microarray) OR RNA sequencing) OR RNA seq) OR sequencing | <a href="#">26</a>     | 11:24:43 |
| <a href="#">#2</a> | <a href="#">Add</a> | Search (((microarray) OR RNA sequencing) OR RNA seq) OR sequencing                                                  | <a href="#">439780</a> | 11:24:27 |
| <a href="#">#1</a> | <a href="#">Add</a> | Search (brown adipose tissue) AND high fat diet                                                                     | <a href="#">1069</a>   | 11:23:53 |

PubMed ▼

(((brown adipose tissue) AND high fat diet)) AND (((microarray) OR RN) ×

Format: Summary Sort by: Most Recent Per page: 50

## Search results

Items: 26

☐ [Cdkn2a deficiency promotes adipose tissue browning.](#)

1. Rabbi N, Hannou SA, Gromada X, Salas E, Yao X, Oger F, Carney C, Lopez-Mejia IC, Durand E, Rabearivelo I, Bonnefond A, Caron E, Fajas L, Dani C, Froguel P, Annicotte JS.

Mol Metab. 2017 Dec 1. pii: S2212-8778(17)30935-3. doi: 10.1016/j.molmet.2017.11.012. [Epub ahead of print]

PMID: 29237539 **Free Article**

☐ [Transcriptomic responses of the liver and adipose tissues to altered carbohydrate-fat ratio in diet: an isoenergetic study in young rats.](#)

2. Tanaka M, Yasuoka A, Shimizu M, Saito Y, Kumakura K, Asakura T, Nagai T.

Genes Nutr. 2017 Apr 8;12:10. doi: 10.1186/s12263-017-0558-2. eCollection 2017.

PMID: 28405243 **Free PMC Article**

☐ [17β-Estradiol suppresses visceral adipogenesis and activates brown adipose tissue-specific gene expression.](#)

3. Al-Qahtani SM, Bryzgalova G, Valladolid-Acebes I, Korach-André M, Dahlman-Wright K, Efendić S, Berggren PO, Portwood N.

Horm Mol Biol Clin Investig. 2017 Jan 1;29(1):13-26. doi: 10.1515/hmbci-2016-0031.

PMID: 27831918

☐ [Pharmacologic activation of estrogen receptor β increases mitochondrial function, energy expenditure, and brown adipose tissue.](#)

4. Ponnusamy S, Tran QT, Harvey I, Smallwood HS, Thiyagarajan T, Banerjee S, Johnson DL, Dalton JT, Sullivan RD, Miller DD, Bridges D, Narayanan R.

FASEB J. 2017 Jan;31(1):266-281. doi: 10.1096/fj.201600787RR. Epub 2016 Oct 12.

PMID: 27733447 **Free PMC Article**

☐ [Six Tissue Transcriptomics Reveals Specific Immune Suppression in Spleen by Dietary Polyunsaturated Fatty Acids.](#)

5. Svahn SL, Våremo L, Gabrielsson BG, Peris E, Nookaew I, Grahnmö L, Sandberg AS, Wernstedt Asterholm I, Jansson JO, Nielsen J, Johansson ME.

PLoS One. 2016 May 11;11(5):e0155099. doi: 10.1371/journal.pone.0155099. eCollection 2016.

PMID: 27166587 **Free PMC Article**

☐ [Fucoidan alleviates high-fat diet-induced dyslipidemia and atherosclerosis in ApoE\(shl\) mice deficient in apolipoprotein E expression.](#)

6. Yokota T, Nomura K, Nagashima M, Kamimura N.

J Nutr Biochem. 2016 Jun;32:46-54. doi: 10.1016/j.jnutbio.2016.01.011. Epub 2016 Mar 8.

PMID: 27142736

☐ [Loss of Adipose Fatty Acid Oxidation Does Not Potentiate Obesity at Thermoneutrality.](#)

7. Lee J, Choi J, Aja S, Scafidi S, Wolfgang MJ.

Cell Rep. 2016 Feb 16;14(6):1308-1316. doi: 10.1016/j.celrep.2016.01.029. Epub 2016 Feb 4.

PMID: 26854223 **Free PMC Article**

- ☐ [Transcriptome profiling of white adipose tissue in a mouse model for 15q duplication syndrome.](#)
8. Liu X, Tamada K, Kishimoto R, Okubo H, Ise S, Ohta H, Ruf S, Nakatani J, Kohno N, Spitz F, Takumi T. Genom Data. 2015 Jul 10;5:394-6. doi: 10.1016/j.gdata.2015.06.035. eCollection 2015 Sep. PMID: 26484295 **Free PMC Article**
- ☐ [Gene expression profiles reveal effect of a high-fat diet on the development of white and brown adipose tissues.](#)
9. Kim HS, Ryoo ZY, Choi SU, Lee S. Gene. 2015 Jul 1;565(1):15-21. doi: 10.1016/j.gene.2015.03.077. Epub 2015 Apr 17. PMID: 25895476
- ☐ [A gain-of-function mutation in adenylate cyclase 3 protects mice from diet-induced obesity.](#)
10. Pitman JL, Wheeler MC, Lloyd DJ, Walker JR, Glynne RJ, Gekakis N. PLoS One. 2014 Oct 16;9(10):e110226. doi: 10.1371/journal.pone.0110226. eCollection 2014. PMID: 25329148 **Free PMC Article**
- ☐ [MitoNEET-mediated effects on browning of white adipose tissue.](#)
11. Kusminski CM, Park J, Scherer PE. Nat Commun. 2014 May 28;5:3962. doi: 10.1038/ncomms4962. PMID: 24865177 **Free PMC Article**
- ☐ [Adipose-specific knockout of SEIPIN/BSCL2 results in progressive lipodystrophy.](#)
12. Liu L, Jiang Q, Wang X, Zhang Y, Lin RC, Lam SM, Shui G, Zhou L, Li P, Wang Y, Cui X, Gao M, Zhang L, Lv Y, Xu G, Liu G, Zhao D, Yang H. Diabetes. 2014 Jul;63(7):2320-31. doi: 10.2337/db13-0729. Epub 2014 Mar 12. PMID: 24622797 **Free Article**
- ☐ [Hkat, a novel nutritionally regulated transmembrane protein in adipose tissues.](#)
13. Zhang R. Sci Rep. 2012;2:825. doi: 10.1038/srep00825. Epub 2012 Nov 14. PMID: 23152936 **Free PMC Article**
- ☐ [Nrac, a novel nutritionally-regulated adipose and cardiac-enriched gene.](#)
14. Zhang R, Yao F, Gao F, Abou-Samra AB. PLoS One. 2012;7(9):e46254. doi: 10.1371/journal.pone.0046254. Epub 2012 Sep 27. PMID: 23029450 **Free PMC Article**
- ☐ [Extrinsic and intrinsic regulation of DOR/TP53INP2 expression in mice: effects of dietary fat content, tissue type and sex in adipose and muscle tissues.](#)
15. Fromm-Dornieden C, Lytovchenko O, von der Heyde S, Behnke N, Hogl S, Berghoff J, Köpper F, Opitz L, Renne U, Hoefflich A, Beissbarth T, Brenig B, Baumgartner BG. Nutr Metab (Lond). 2012 Sep 21;9(1):86. doi: 10.1186/1743-7075-9-86. PMID: 22995226 **Free PMC Article**
- ☐ [Inhibition of myostatin protects against diet-induced obesity by enhancing fatty acid oxidation and promoting a brown adipose phenotype in mice.](#)
16. Zhang C, McFarlane C, Lokireddy S, Masuda S, Ge X, Gluckman PD, Sharma M, Kambadur R. Diabetologia. 2012 Jan;55(1):183-93. doi: 10.1007/s00125-011-2304-4. Epub 2011 Sep 17. Erratum in: [Diabetologia. 2015 Mar;58\(3\):643.](#) PMID: 21927895

- ☐ [Disruption of hypoxia-inducible factor 1 in adipocytes improves insulin sensitivity and decreases adiposity in high-fat diet-fed mice.](#)  
17. Jiang C, Qu A, Matsubara T, Chanturiya T, Jou W, Gavrilova O, Shah YM, Gonzalez FJ.  
Diabetes. 2011 Oct;60(10):2484-95. doi: 10.2337/db11-0174. Epub 2011 Aug 26.  
PMID: 21873554 **Free PMC Article**
- ☐ [Similarity of mouse perivascular and brown adipose tissues and their resistance to diet-induced inflammation.](#)  
18. Fitzgibbons TP, Kogan S, Aouadi M, Hendricks GM, Straubhaar J, Czech MP.  
Am J Physiol Heart Circ Physiol. 2011 Oct;301(4):H1425-37. doi: 10.1152/ajpheart.00376.2011. Epub 2011 Jul 15.  
PMID: 21765057 **Free PMC Article**
- ☐ [Gene expression profiling of adipose tissues in obesity susceptible and resistant rats under a high fat diet.](#)  
19. Joo JI, Yun JW.  
Cell Physiol Biochem. 2011;27(3-4):327-40. doi: 10.1159/000327959. Epub 2011 Apr 1.  
PMID: 21471722 **Free Article**
- ☐ [Pharmacogenomics of metabolic effects of rosiglitazone.](#)  
20. Seda O, Sedová L, Oliarynyk O, Kazdová L, Krenová D, Corbeil G, Hamet P, Tremblay J, Kren V.  
Pharmacogenomics. 2008 Feb;9(2):141-55. doi: 10.2217/14622416.9.2.141.  
PMID: 18370844
- ☐ [Relations of adipose tissue CIDEA gene expression to basal metabolic rate, energy restriction, and obesity: population-based and dietary intervention studies.](#)  
21. Gummesson A, Jernås M, Svensson PA, Larsson I, Glad CA, Schéle E, Gripeteg L, Sjöholm K, Lystig TC, Sjöström L, Carlsson B, Fagerberg B, Carlsson LM.  
J Clin Endocrinol Metab. 2007 Dec;92(12):4759-65. Epub 2007 Sep 25.  
PMID: 17895319
- ☐ [Short-term resistance to diet-induced obesity in A/J mice is not associated with regulation of hypothalamic neuropeptides.](#)  
22. Bullen JW Jr, Ziotopoulou M, Ungsuan L, Misra J, Alevizos I, Kokkotou E, Maratos-Flier E, Stephanopoulos G, Mantzoros CS.  
Am J Physiol Endocrinol Metab. 2004 Oct;287(4):E662-70.  
PMID: 15361355
- ☐ [Segment of rat chromosome 20 regulates diet-induced augmentations in adiposity, glucose intolerance, and blood pressure.](#)  
23. Pausova Z, Sedova L, Berube J, Hamet P, Tremblay J, Dumont M, Gaudet D, Pravenec M, Kren V, Kunes J.  
Hypertension. 2003 May;41(5):1047-55. Epub 2003 Mar 24.  
PMID: 12654711 **Free Article**
- ☐ [BFIT, a unique acyl-CoA thioesterase induced in thermogenic brown adipose tissue: cloning, organization of the human gene and assessment of a potential link to obesity.](#)  
24. Adams SH, Chui C, Schilbach SL, Yu XX, Goddard AD, Grimaldi JC, Lee J, Dowd P, Colman S, Lewin DA.  
Biochem J. 2001 Nov 15;360(Pt 1):135-42.  
PMID: 11696000 **Free PMC Article**
- ☐ [Regulation of PPAR gamma gene expression by nutrition and obesity in rodents.](#)  
25. Vidal-Puig A, Jimenez-Liñan M, Lowell BB, Hamann A, Hu E, Spiegelman B, Flier JS, Moller DE.  
J Clin Invest. 1996 Jun 1;97(11):2553-61.  
PMID: 8647948 **Free PMC Article**

☐ [Pharmacologic manipulation of ob expression in a dietary model of obesity.](#)

26. Collins S, Surwit RS.  
J Biol Chem. 1996 Apr 19;271(16):9437-40.  
PMID: 8621612 **Free Article**

[Back to top](#)

How the deposited data were processed for this re-analysis (not part of the article)

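BAT from 3 LFD-fed and 3 HFD-fed male mice was compared after 4 weeks of feeding. The samples were assigned to a diet and a replicate number from their labels, which give the numbers 1 to 3 in each diet. The paper states that the mice with the greatest, medium and least fat mass of each group were sequenced, and its text does not say which replicate number is which.

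The authors removed adapters with Trimmomatic 0.36 and quantified single-end reads of 75 bases with RSEM 1.3.0 on the mouse genome with the Ensembl 84 annotation. For each mouse the authors deposited the expected counts of 47729 genes, which are not normalized and share a read that matches several genes between them. The authors also deposited TPM values, for which RSEM divides the expected counts by the effective length of the gene and scales them to a fixed total in each sample.

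The expected counts were rounded to whole numbers. Between 17156991 and 21603487 rounded counts per mouse were available, which is 59.2% to 76.7% of the adapter-removed reads of Table 1. A gene with few counts in a diet has a fold change that rests on few reads, and this counting error comes on top of the spread between mice. No pair of mice of the same diet was a repeated library, since their counts differed by a chi-square per degree of freedom of 79.7 to 621.

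Genes were tested in R 4.3.3 with edgeR 4.0.16, by the quasi-likelihood test with TMM normalization, no robust fitting, edgeR's filter on low counts and Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.01 and an absolute log2 fold change above 1.5, the thresholds of the paper. The common dispersion was 0.201, a biological coefficient of variation of 0.448. Lists of marker genes were tested with the camera function of limma 3.58.1, with an inter-gene correlation of 0.01, and adjusted over the 4 lists of skeletal muscle, macrophage, T and NK cell, and brown adipocyte genes. Log2 CPM used a prior count of 2. Distances between mice and the mean of a list were compared by exact permutation tests over all splits of the mice into 3 and 3, for which the smallest p is 0.1.

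The tests were tried on simulated data before the real counts were tested. With 200 genes changed by a log2 fold change of 4 and gene-wise dispersions taken from the data, edgeR's quasi-likelihood test recovered 145 genes (72.5%) with 1 wrong call, and the same test with the replicate number as a block recovered 105 (52.5%) with 0 wrong calls. DESeq2 1.42.0 recovered 194 genes (97.0%) with 46 wrong calls. With no gene changed, the quasi-likelihood test called 0 genes and DESeq2 called 25. At lower dispersions, the quasi-likelihood test recovered 199 genes with 2 wrong calls and DESeq2 199 with 7, and with no gene changed they called 0 and 1. The simulated genes varied independently of one another, the changed genes were drawn at random, and each setting was a single draw. The rates need not hold for the genes that differ in the real data.

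The genes named in the text are those the paper names as changed or unchanged in its results and in the discussion of ion transport and inflammation; 2 of these genes are not reported here. The rule also allowed the genes with the largest changes among those past both thresholds, and there were 0 of these, beside 1851 genes at an unadjusted p under 0.05. Genes of Tables S2 to S7 are summarised per term. The gene list of 1 term was shortened in the table at hand, and 58 of its 63 genes could be read. Positions come from the GENCODE M21 annotation of GRCm38, the build the authors used.

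The alternatives were DESeq2 with default settings, DESeq2 with shrunken fold changes and no independent filtering, RLE size factors, a minimum of 10 counts in every sample, no filter on low counts, the replicate number as a block, the skeletal muscle score as a covariate, mitochondrially encoded and ribosomal RNA genes left out, looser thresholds, and each mouse left out in turn. For the lists and the distances, a prior count of 0.5, inter-gene correlations estimated from the data, DESeq2's variance-stabilized values and other sets of genes were tried. The RT-qPCR, Sanger sequencing and body composition measurements were not analysed here.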

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

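The lists of clock, extracellular matrix, lipogenic and skin genes were written, and the comparison of scalings was chosen, only after the results were seen, the 2 clock lists after *Dbp* had been seen to be low in HFD-fed mice. The other lists of marker genes, the thresholds and the tests of lymph node tissue were set before the data were examined. Of 9 gene lists beside the 4 of skeletal muscle, macrophage, T and NK cell, and brown adipocyte genes, a count that leaves out the skin list since only 2 of its 7 genes were tested, 3 had a higher mean log2 CPM in every HFD-fed than in every LFD-fed mouse, and 2 had a lower one, the slow muscle genes, 4 of which are in Table S2, and the clock genes in phase with *Dbp*. For any 1 list, an exact two-sided permutation test gives p = 0.1 for such a separation, the smallest p that 3 mice against 3 allow. The lipogenic (-1.42), extracellular matrix (-0.38), white adipocyte (-0.47) and erythrocyte (1.37) lists overlapped between the diets. The lipogenic mean was lower in the HFD-fed mouse of each same-numbered pair (exact two-sided permutation p = 0.4).

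The 10 interferon-responsive genes were higher by 1.43 on the log2 scale, and all 10 changed in the same direction. The paper does not report this list, of which *Rsad2* is in Table S5. In all 3 same-numbered pairs the HFD-fed mouse had the higher mean. The difference was 1.44 with RLE size factors, 1.47 without normalization factors and 1.15 on the log2(TPM + 1) scale. With RLE size factors the separation of the mice was kept. It was lost without normalization factors, where the lowest HFD-fed mouse was at -0.21 relative to the highest LFD-fed mouse, and on the log2(TPM + 1) scale, where this gap was -0.71. The separation of individual mice may therefore come from the choice of normalization (-0.71), while the mean of the list was higher in HFD-fed mice under each scaling, and all 10 genes stayed higher on average under the 4 scalings. An effect of the diet could give the higher mean.

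Genes of B cells and lymph nodes were higher by 0.84, with 9 of 9 tested genes in the same direction. The lowest HFD-fed mouse exceeded the highest LFD-fed mouse by 0.00998 only, and the gap was -0.34 without normalization factors and -0.24 on the log2(TPM + 1) scale. Lymph node tissue carried over with the fat was tested as a candidate source of the immune genes. The test, which asked for a separation of all mice, was met by that margin of 0.00998 under TMM. Of the 9 genes, *Ccr7*, *Ltb* and *Cd79b* had higher log2 CPM in every HFD-fed mouse (log2 fold changes 1.77, 1.68 and 1.21), and *Fcer2a*, *Cr2*, *Cxcr5*, *Cd79a*, *Ms4a1* and *Pax5* overlapped between the diets (0.70, 0.40, 0.39, 0.33, 0.30 and 0.05). The genes of Table S5 had a median log2 fold change of 2.68. Table S5 was chosen by its differences in the same mice, so the 2 sizes cannot be weighed against each other. The T and NK cell list, also set before the data were examined, rose by more (2.11), with a gap between the diets of 0.997. How much lymph node tissue would raise either list is not known from these data. Lymph node tissue and an effect of the diet may each contribute to the immune genes, and were not told apart (0.00998). The means of the chemokine genes, of the T and NK cell genes and of the upregulated genes of Table S9 kept every HFD-fed mouse above every LFD-fed mouse under all 4 scalings.

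Clock genes that peak opposite to *Dbp* were higher by 0.82 in HFD-fed mice, and all 5 changed in the same direction. *Dbp* had 1.66, 5.96 and 2.75 TPM in HFD replicates 1, 2 and 3 and 54.0, 69.8 and 27.2 TPM in LFD replicates 1, 2 and 3, a log2 fold change of -3.83 (standard error 0.61, edgeR adjusted p = 0.170). The 8 clock genes in phase with *Dbp* changed by a mean of -1.19. The smaller of the gaps between the diets in the pair of clock lists was 0.238, which meets the condition set for tissue taken at another phase of the day, or in another feeding state, in HFD-fed mice. On the log2(TPM + 1) scale the opposite-phase list overlapped between diets (-0.27), while the in-phase list stayed apart. The paper's text does not give the time of day of tissue collection. A diet effect on the clock, an effect of feeding state and a difference in collection time may each give this pattern; they could not be told apart (0.238).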

How the results depend on the processing

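The tests added after the results were seen are DESeq2 without shrinkage and without independent filtering, DESeq2 with shrunken fold changes and independent filtering, edgeR's likelihood ratio test, limma-voom, edgeR's robust and newer quasi-likelihood settings, and the replicate block with an adjusted p under 0.05.

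The number of genes past both thresholds depended on the test. EdgeR's quasi-likelihood test called 0 genes, with 1851 at an unadjusted p under 0.05. It also called 0 genes with RLE size factors, with either filter on low counts, without mitochondrially encoded and ribosomal RNA genes, with the skeletal muscle score as a covariate, with the replicate block, with the looser thresholds, and in the 6 fits that each left out 1 mouse (0 to 0 genes). The unadjusted counts in these fits were between 659 with the muscle score and 3146 without LFD replicate 3. The smallest adjusted p was 0.0102 with the replicate block and 0.0204 without LFD replicate 3. DESeq2 with default settings called 306 genes lower and 106 higher in HFD-fed mice, had 454 genes at an adjusted p under 0.01, and called 263 and 92 of the genes the paper lists as downregulated and upregulated. DESeq2 with shrunken fold changes and no independent filtering gave 276, 93, 414, 265 and 92 for the same quantities. Among the added tests, DESeq2 default without independent filtering gave 283, 95, 412, 261 and 88. DESeq2 with shrunken fold changes and with independent filtering gave 298, 97, 453, 265 and 92. The likelihood ratio test gave 259, 86, 363, 240 and 79. The replicate block with an adjusted p under 0.05 gave 155 lower and 28 higher; limma-voom and the other quasi-likelihood settings gave 0, with 1798 to 1948 at an unadjusted p under 0.05. The cause was not tested on the real data. On simulated data with no gene changed, DESeq2 called 25 genes, the likelihood ratio test 6 and the quasi-likelihood test 0, and at lower dispersions 1, 2 and 0. DESeq2 with shrunken fold changes and no independent filtering called 24 genes, and 0 at lower dispersions. With 200 simulated genes changed by a log2 fold change of 4, it recovered 193 with 37 wrong calls. At lower dispersions it recovered 192 with 0 wrong calls. Simulated changes were given to randomly drawn, independent genes, so these rates need not hold for the real ones.

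The shifts of the 4 marker lists kept their direction in all settings, and all 4 lost their side of the threshold when the inter-gene correlation was estimated from the data. The shift stayed at -6.22 for skeletal muscle (adjusted p = 0.0726 by limma's camera), 0.66 for macrophages (0.440), 2.11 for T and NK cells (0.0726) and 1.84 for brown adipocytes (0.224). The estimated correlation of genes within a list was 0.935, 0.658, 0.616 and 0.494, against the preset 0.01, and the cause of the change in adjusted p was not tested further. The macrophage shift ranged from 0.15 to 0.96 across the 6 fits that each left out 1 mouse, and was not past the threshold without HFD replicate 3 (0.54) or without LFD replicate 1 (0.15); the cause was not tested. Across the same fits the skeletal muscle shift ranged from -7.14 to -5.04, the T and NK cell shift from 1.60 to 2.39, and the brown adipocyte shift from 1.48 to 2.51.

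The distance between diets, 28.8, stayed positive in all settings, from 17.7 with at least 10 counts in every sample to 32.5 on the 500 most variable genes, and from 9.37 to 56.5 with 1 mouse left out. The exact one-sided permutation p, 0.1 in the other settings, was 0.2 without the skeletal muscle genes and the genes of Tables S2 to S4, 0.2 without HFD replicate 1, 0.3 without HFD replicate 2 and 0.4 without HFD replicate 3. The alternative based on genes past both thresholds gave no value, since there were 0 such genes, with 1851 at an unadjusted p under 0.05.

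Among the 43 named genes and 21 other settings, 21 changes of sign were found. The log2 fold change kept its direction and went past the thresholds for 31 of these genes with each of the 4 DESeq2 settings and for 29 with the likelihood ratio test. With the skeletal muscle score as a covariate, the log2 fold change was 0.57 for *Fgf10*, 1.00 for *Fgf2*, 1.47 for *Gapdh*, 0.72 for *Atp2a1* and 0.13 for *Cacng6*. The score and the diet nearly coincide, and *Atp2a1* is part of the score, so this fit cannot separate them. *Gapdh* ranged from -0.86 to 0.57 with 1 mouse left out, *Pparg* from -0.41 to 0.73 and *Tle3* from -0.0746 to 0.0537. *Gapdh* was at 0.57 without LFD replicate 1. *Pparg* was at -0.12 without HFD replicate 1, -0.0646 without HFD replicate 2, -0.0468 without LFD replicate 2 and -0.41 without LFD replicate 3. *Tle3*, at -0.19 with the skeletal muscle score as a covariate, was at 0.00858 with DESeq2 default, 0.00832 with shrunken fold changes, 0.00885 with RLE size factors, 0.000302 without a filter, 0.0120 with at least 10 counts in every sample and 0.000199 with the replicate block. It was at 0.0537 without HFD replicate 2, 0.0383 without LFD replicate 1 and 0.0273 without LFD replicate 3, and at 0.00858 and 0.00832 with the 2 added DESeq2 settings. The cause of these changes of sign was not tested.

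A total of 4 splits of the 6 mice part all 3 same-numbered pairs, the real one included, and they cannot give a share under 0.25. All 4 of them gave as many genes lower in HFD-fed mice, as many higher, as many at an adjusted p under 0.01 and as many of the paper's genes as the real split, since all had 0 calls by edgeR's quasi-likelihood test, with 79 to 1851 genes at an unadjusted p under 0.05. With DESeq2, the real split gave 412 genes past the thresholds, and 1 of the 4 splits, the real one, gave as many; the other 3 gave 1, 0 and 5. Among the 6 splits that keep 2 same-numbered pairs within a group, DESeq2 gave 267 genes for HFD replicates 1 and 2 with LFD replicate 1, and 169 for HFD replicate 1 with LFD replicates 1 and 2, and the other 4 gave 0, 0, 4 and 20. By edgeR's quasi-likelihood test, the splits with 267 and 169 genes had 2000 and 2342 genes at an unadjusted p under 0.05. Both exceed the 1851 of the real split.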

Differences from the paper's values

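The likelihood ratio test, limma-voom, edgeR's robust and newer quasi-likelihood settings and 2 further DESeq2 settings were chosen only after the values were seen. The paper reports 357 differentially expressed genes, 265 lower and 92 higher in HFD-fed mice, where edgeR's quasi-likelihood test called 0, 0 and 0 with 1851 genes at an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2 with default settings (306 lower and 106 higher) and DESeq2 with shrunken fold changes and no independent filtering (276 and 93) came within 1.5 times the paper's counts, and the others did not. The latter setting was set from the values of Table S8. A further 3 settings chosen after seeing the values also came within 1.5 times: DESeq2 default without independent filtering (283 and 95), DESeq2 with shrunken fold changes and with independent filtering (298 and 97), and edgeR's likelihood ratio test (259 and 86). The paper's methods name DESeq2, its discussion describes DESeq2 as using shrinkage estimators for fold change, and its text does not mention independent filtering.

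On the genes of Table S9, PC2 held 3.47% of the variance, against about 18% in Figure 1a of the paper, read by eye, and PC1 held 91.3%, against about 66% in Figure 1a of the paper, read by eye. No alternative was run for these values.

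Adjusted p-values of named genes differed. For *Tnf* edgeR gave 0.337 against the paper's 0.0274, for *Bmp8b* 0.215 against the paper's 0.0014, for *Fgf10* 0.295 against the paper's 0.0372 and for *Fgf2* 0.341 against the paper's 0.0805. *Cox6a2* had 0.170 against the paper's 1.3019e-09, *Fabp3* 0.200 against the paper's 0.0005 and *Fabp7* 0.182 against the paper's 0.0034. *Ucp1* had 0.480 against the paper's 0.1189, *Ppara* 0.351 against the paper's 0.0592 and *Prdm16* 0.351 against the paper's 0.1981. *Tpm2* had 0.170 against the paper's 4.4779e-07. The setting of DESeq2 with shrunken fold changes and no independent filtering was set from the values of Table S8. A match with the paper therefore follows in part from that choice. Of the alternatives set before the data were examined, this setting came within 1.5 times the paper's adjusted p for all of these genes. DESeq2 with default settings did so for *Bmp8b*, *Cox6a2* and *Fabp7*, and the replicate block for *Fgf2* and *Ppara*. Leaving out LFD replicate 1 did so for *Ucp1* and *Prdm16*, and leaving out LFD replicate 3 for *Fgf10*, *Fgf2* and *Prdm16*; the remaining alternatives did so for none. DESeq2 default without independent filtering, a setting chosen after seeing the values, came within 1.5 times for all of these genes. DESeq2 with shrunken fold changes and with independent filtering, also chosen after seeing the values, did so for *Bmp8b* and *Cox6a2*. The likelihood ratio test, chosen after seeing the values, did so for *Fgf10*, *Fgf2*, *Ucp1*, *Ppara* and *Prdm16*.

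The log2 fold changes, taken in the direction the paper gives, were 3.41 for *Bmp8b* against the paper's 2.5433, 4.88 for *Cox6a2* against the paper's 3.8812 and 3.67 for *Ucp1* against the paper's 1.9507. The error of each comparison is the larger of 2 standard errors. They are that of the setting compared and that of Table S8 or S9, where the paper gives one. DESeq2 with shrunken fold changes and no independent filtering, set before the data were examined, came within this error for all 3 genes. Since this setting was set from the values of Table S8, its match follows in part from that choice. The replicate block came within the error for *Bmp8b*. With 1 mouse left out, *Bmp8b* and *Ucp1* came within it in 4 fits each and *Cox6a2* in 3; the remaining alternatives set before the data were examined came within it for none. DESeq2 with shrunken fold changes and with independent filtering, chosen after seeing the values, came within it for all 3, and limma-voom, chosen after seeing the values, for *Bmp8b* and *Cox6a2*.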

Other observations

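The tests of the white fat genes, of the fibre type and of *Cox6a2* were chosen only after the results were seen. Lower expression of muscle genes in HFD-fed mice is the largest difference among the gene lists tested, and several explanations were tested.

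Skeletal muscle that stayed attached to the brown fat in varying amounts was tested with the 20 skeletal muscle genes, after each gene had been centred on its mean in each diet. Their mean pairwise correlation lay at the percentile 100 of 10000 random gene lists matched on expression, so the genes vary together between mice of the same diet. This may come from muscle tissue in differing amounts, and a muscle-like gene programme of the fat cells that varies as 1 unit could give the same result. Dilution of a fixed amount of adhering muscle by the larger HFD depot was tested against the log2 ratio of the BAT masses that the paper gives, 1.08. The fall of the muscle genes, -6.22, was larger than that ratio.

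The difference between slow and fast muscle genes was -7.87, -3.74 and -2.80 on the log2 scale in LFD replicates 1, 2 and 3. Its range of 5.06 lay at the percentile 100 of random pairs of gene lists, whose median range was 0.83. Genes of random lists do not vary together as muscle genes do, so this percentile says little about fibre type. The HFD-fed mice, with few muscle counts, also ranged widely, with -3.45, -4.61 and -0.83 in replicates 1, 2 and 3. A candidate explanation for the spread, at its percentile of 100, is muscle pieces of differing fibre type in the LFD mice, and this test does not single it out. A difference between diets in how the tissue was taken and an effect of the diet on the fat cells cannot be told apart in these 6 mice.

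*Cox6a2* was tested for transcripts from such muscle. Within diets it followed the muscle genes at the percentile 90.6 of the genes of similar expression, below the 95 set for this test, so the condition set for muscle as the source was not met. Its correlation within diets was 0.760 with the skeletal muscle score and 0.306 with the brown adipocyte score, and its log2 fold change was -1.99 with the muscle score as a covariate. With 14, 28 and 18 counts of *Cox6a2* in HFD replicates 1, 2 and 3, the test had little to work with in that diet. Muscle as a source and an effect of the diet on the fat cells both remain possible (90.6).

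The brown adipocyte genes were higher in HFD-fed mice by 1.84, with an overlap between the diets. Their mean was higher in the HFD-fed mouse of each same-numbered pair. More white fat in the LFD samples was tested as an explanation, and the lowest LFD-fed mouse lay at -2.43 relative to the highest HFD-fed mouse in the mean of the white adipocyte genes, so the condition set, a separation of all mice, was not met. This condition is strict, since the brown adipocyte genes did not meet it either (-0.55). The white adipocyte genes changed by a mean of -0.47, 5 of the 8 tested were lower in HFD-fed mice, and their mean was lower in the HFD-fed mouse in 2 of the 3 same-numbered pairs. More white fat in the LFD samples may thus contribute, and the test does not exclude it (-2.43). *Lhx8* of the brown adipocyte list was lower in every HFD-fed mouse (log2 fold change -1.43), which white fat in the LFD samples alone would not give. By edgeR's fold change, 10 of the 12 genes were higher in HFD-fed mice. The difference in the brown adipocyte genes was 1.84 with TMM, 1.85 with RLE, 1.88 without normalization factors and 1.47 on the log2(TPM + 1) scale, so it was present under each scaling. The full separation of the mice depended on the scaling, and was found without normalization factors and on the log2(TPM + 1) scale. The number of genes with a higher mean also depended on it, with 11 of 12 on log2 CPM and 9 on the log2(TPM + 1) scale.

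The shares of mitochondrially encoded counts fell in the order of the replicate numbers in both diets, from 22.7% to 8.50% in HFD-fed and from 13.8% to 3.87% in LFD-fed mice. No explanation of this order was tested.

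The primers printed in Table 2 were searched, on both strands, in the 141767 transcripts of the GENCODE M21 annotation. Neither *Tpm2* primer matched any transcript exactly. The forward *Gapdh* primer matched 6 *Gapdh* transcripts and 82 transcripts of 79 other genes, 77 of them annotated as pseudogenes, and the reverse *Gapdh* primer matched 5 *Gapdh* transcripts only. The genome sequence was not used here.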
